# Loss of *pex5* sensitizes zebrafish to fasting due to deregulated mitochondria, mTOR, and autophagy

**DOI:** 10.1007/s00018-023-04700-3

**Published:** 2023-02-23

**Authors:** Sushil Bhandari, Yong-Il Kim, In-Koo Nam, KwangHeum Hong, Yunju Jo, Kyeong-Won Yoo, Weifang Liao, Jae-Young Lim, Seong-Jin Kim, Jae-Young Um, Peter K. Kim, Ho Sub Lee, Dongryeol Ryu, Seok-Hyung Kim, SeongAe Kwak, Raekil Park, Seong-Kyu Choe

**Keywords:** *pex5*, Zellweger spectrum disorder, Fasting, Mitochondria, mTOR, Autophagy

## Abstract

Animal models have been utilized to understand the pathogenesis of Zellweger spectrum disorders (ZSDs); however, the link between clinical manifestations and molecular pathways has not yet been clearly established. We generated peroxin 5 homozygous mutant zebrafish (*pex5*^−/−^) to gain insight into the molecular pathogenesis of peroxisome dysfunction. *pex5*^−/−^ display hallmarks of ZSD in humans and die within one month after birth. Fasting rapidly depletes lipids and glycogen in *pex5*^*−/−*^ livers and expedites their mortality. Mechanistically, deregulated mitochondria and mechanistic target of rapamycin (mTOR) signaling act together to induce metabolic alterations that deplete hepatic nutrients and accumulate damaged mitochondria*. *Accordingly, chemical interventions blocking either the mitochondrial function or mTOR complex 1 (mTORC1) or a combination of both improve the metabolic imbalance shown in the fasted *pex5*^−/−^ livers and extend the survival of animals. In addition, the suppression of oxidative stress by N-acetyl L-cysteine (NAC) treatment rescued the apoptotic cell death and early mortality observed in *pex5*^*−/−*^. Furthermore, an autophagy activator effectively ameliorated the early mortality of fasted *pex5*^*−/−*^. These results suggest that fasting may be detrimental to patients with peroxisome dysfunction, and that modulating the mitochondria, mTORC1, autophagy activities, or oxidative stress may provide a therapeutic option to alleviate the symptoms of peroxisomal diseases associated with metabolic dysfunction.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00018-023-04700-3.

## Introduction

Peroxisomes are highly dynamic and perform the breakdown of fatty acids, amino acids, and polyamines, biosynthesis of ether phospholipids, and scavenging of reactive oxygen species [1–3]. The importance of peroxisomal function in human health has been reported in numerous diseases, including peroxisomal biogenesis disorders, peroxisomal transporter or enzyme deficiencies, related metabolic disorders, aging-associated diseases, and cancers [4–8]. Functional peroxisomes require an array of peroxin (PEX) proteins, most of which reside in the peroxisome membrane, while few recycle between the cytosol and peroxisome membrane for the import of matrix proteins [1].

PEX5 acts as a major importing factor for peroxisome matrix proteins containing the C-terminal tripeptide (SKL) peroxisomal targeting signal, which is detected in the cytosol and transported to peroxisomes [9]. Accordingly, mutations in human *PEX5* cause Zellweger spectrum disorders (ZSDs) in which functional peroxisomes are largely absent [10]. Patients with Zellweger syndrome, the most severe form of ZSD, display hypotonia, craniofacial defects, neuronal hypomyelination, and hepatic and renal dysfunction and die within their first year of life [5]. Mice with homozygous *Pex5* mutations (*Pex5*^*−/−*^ mice) recapitulate the phenotype of Zellweger syndrome in humans [11, 12]. Because of the early postnatal death of *Pex5*^*−/−*^ mice, tissue-specific *Pex5*^*−/−*^ mice were generated and analyzed to further identify the molecular pathways leading to ZSD-like phenotypic presentation [11, 13]. Given that the liver is one of the most peroxisome-enriched organs [7, 14–16], liver-specific *Pex5*^*−/−*^ mice were found to be metabolically unsound, displaying a skewed nutrient preference toward carbohydrates with altered mitochondrial morphology and activity [11, 15, 17–19]. Similar to *Pex5* deficiency, deficient models of other *Pex* genes, such as *Pex2*, *Pex13*, *Pex16*, and *Pex19*, also show mitochondrial abnormalities [20–23]. These include reduced mitochondrial activity, increased reactive oxygen species (ROS), and structural impairment of the mitochondria, suggesting the presence of a fundamental mechanism dependent on peroxisome function that regulates mitochondrial homeostasis. Given the cooperative nature of peroxisomes and mitochondria in maintaining cellular homeostasis, peroxisome deficiency is understood to impact mitochondrial function, although how this is achieved remains unclear.

A recent report suggested that stress conditions, such as increased ROS, often found in metabolic disorders, could assemble tuberous sclerosis complex at the peroxisome, which represses the mechanistic target of rapamycin complex 1 (mTORC1) in cultured cells [24]. The same regulatory axis has also been suggested in cultured cells during starvation stress [25]. However, the stress-responsive regulatory axis involving peroxisomes is yet to be validated in vivo. For the discovery of peroxisome functions and participating players, various animal model systems, including yeast, flies, and mice, have been used by providing their unique advantage and, at the same time, by complementing the inherent drawbacks of each model system. The zebrafish is an established model for uncovering various aspects of biological processes and has recently been used in the field of peroxisome biology and associated human diseases. A pioneering study reported that peroxisomes in zebrafish are distributed in tissues in a manner similar to those in mammals [26]. More recently, we and other researchers have reported that zebrafish could serve as a model system for studying the metabolic role of peroxisome-resident proteins and the effects of their functional deficits using either the morpholino-mediated transient knockdown approach or transcription activator-like effector nucleases [27, 28]. Thus, zebrafish may bridge the gap between fly and mouse models in terms of evolutionary complexity, offering an opportunity to link functional interpretations obtained through genetic and developmental studies.

In this study, we aimed to characterize the role of peroxisomes in mitochondrial health and stress-induced regulatory responses. We generated a stable zebrafish model of ZSD by targeting the *pex5* gene. Zebrafish with homozygous *pex5* mutations (*pex5*^*−/−*^) share critical features of ZSD in humans. *pex5*^*−/−*^ zebrafish displayed significantly reduced amounts of peroxisomes and abnormal mitochondria at the cellular level, metabolic disturbances in the liver, and defective myelination in the nervous system at the tissue level. Notably, when fasting was imposed as an environmental stress, *pex5*^*−/−*^ rapidly developed phenotypic severity characterized by edema, deflated swim bladder, and decreased movement that could be easily detected through simple microscopy. Mechanistic studies have revealed a positive correlation between deregulated mitochondrial function in response to peroxisome dysfunction and unrepressed mTORC1 upon fasting. Chemical interventions, either mitochondrial function or mTORC1 signaling, rescued disturbed liver metabolism in fasted *pex5*^*−/−*^zebrafish. A similar rescue was observed with a ROS scavenger or an autophagy inducer. The identified pathway is suggested to be a druggable target for the treatment of symptoms in patients with ZSD.

## Materials and methods

### Fish maintenance, transgenic zebrafish, and generation of *pex5*^−/−^ zebrafish

All zebrafish lines were maintained at 28.5 °C. Embryos were collected and developed in E3 embryonic medium and staged according to age and morphology based on a standard protocol [29]. *pex5*^*−/−*^ zebrafish were generated using the CRISPR/Cas9 system and genotyped as described in detail in Supplementary Methods. Transgenic zebrafish lines *Tg*(*mbp:EGFP*) [30]*, Tg*(*Xla.Eef1a1:RFP-SKL*) [31], and *Tg*(*Xla.Eef1a1:mlsEGFP*) [32] have been previously described. *mbp:EGFP* transgenic line was crossed with *pex5* heterozygotes to obtain the *mbp:EGFP* transgenic line in a *pex5*^*−/−*^ background. Similarly, *Xla.Eef1a1:RFP-SKL* and *Xla.Eef1a1:mlsEGFP* transgenic lines were crossed with *pex5* heterozygotes separately to obtain *Xla.Eef1a1:RFP-SKL* and *Xla.Eef1a1:mlsEGFP* transgenic lines on *pex5*^*−/−*^ background, respectively.

### Microscopy

For whole-mount images of zebrafish larvae, the larvae were anesthetized using 1X tricaine and positioned using a 1.5% agarose plate. Images were taken using a Leica M165FC microscope equipped with Leica DFC500 (Leica, Wetzlar, Germany). Images of cryo-sectioned Oil Red-O (ORO)-stained, periodic acid-Schiff (PAS)-stained, and tunnel samples were taken using an Olympus IX71 fluorescence microscope (Olympus, Tokyo, Japan). Other fluorescent images after antibody staining or from transgenic zebrafish were captured using a Fluoview FV1000 confocal microscope (Olympus, Tokyo, Japan) or a ZEISS LSM 980 (Carl Zeiss AG, Oberkochen, Germany) at the Core Facility for Supporting Analysis & Imaging of Biomedical Materials at Wonkwang University, supported by the National Research Facilities and Equipment Center.

### Survival curve

Heterozygous *pex5*^+/−^ zebrafish were intercrossed and the resulting embryos were reared to the juvenile stage. From 15 days post-fertilization (dpf), dead larvae were collected and genotyped, and the ratio of each genotype was calculated assuming Mendelian segregation ratios. The surviving juveniles were fin-clipped, and their genotypes were determined. Three crosses were used to determine the survival rate (*n = *300).

### Cell/tissue staining

Immunofluorescence staining was performed as described in Supplementary Methods. ORO staining was performed as previously described [33]. In brief, larvae were fixed in 4% paraformaldehyde (PFA) overnight at 4 °C, washed with phosphate-buffered saline (PBS) three times, and infiltrated with a graded series of propylene glycol (PG) (i.e., 25% PG + 75% PBS, 50% PG + 50% PBS, 75% PG + 25% PBS, 100% PG) for 10 min. The larvae were then incubated with 0.5% freshly prepared ORO solution in 100% PG overnight at room temperature on a shaker and rinsed several times with PBS. Stained larvae were processed for cryo-sectioning to obtain 50-µM-thick section. Stained images of the liver tissue sections were captured using a Leica M165FC microscope equipped with a Leica DFC500 microscope. PAS staining was performed as previously described [33]. Larvae were fixed in 4% PFA overnight at 4 °C, washed with PBST three times, and permeabilized in 40 µg/mL proteinase K for 30 min at room temperature. Samples were then washed thrice in PBT, rinsed in demineralized water (DW), and oxidized in 0.5% periodic acid for 30 min at room temperature. After washing with DW three times for 20 min each, the larvae were stained with Schiff reagent for 5 min, followed by immediate rinsing in tap water. Larvae were then processed for cryo-sectioning to obtain a 50-µm-thick liver section. Liver tissues were mounted using coverslips and mounting solution. Images were acquired using an IX71 microscope (Olympus).

### Quantification of mitochondrial DNA and mitochondrial number

Wild-type (WT) and *pex5*^*−/−*^ livers were dissected from 6-day-old larvae using forceps and processed for genomic DNA extraction using the TIANamp Genomic DNA Kit (TIANGEN, Beijing, China) according to the manufacturer’s instructions. The remaining larvae were used for genotyping. For quantification of mitochondrial DNA, 15 ng of genomic DNA from each sample was amplified via polymerase chain reaction (PCR) using Fast Start Essential DNA Green Master (Roche, Basel, Switzerland), and the ratio of mitochondrial DNA to nuclear DNA was calculated. Primers used to amplify mitochondrial DNA and nuclear DNA were Mt-ND1 (F:5ʹ-CCCCAGATGCACCTGAGCTAATAAC-3ʹ and R:5ʹ- TGTTTGTGGGGGTAGACCAGCTAG-3ʹ) and β-actin (F:5ʹ-ACCTCATGAAGATCCTGACC-3ʹ and R:5ʹ-TGCTAATCCACATCTGCTGG-3ʹ). The data were analyzed to determine the relative abundance of *β-actin*. Mitochondrial numbers were manually counted. Three image fields were obtained for both WT and mutant fish using a confocal microscope (Olympus, Tokyo, Japan). All analyses were performed in triplicates.

### 3ʹUTR RNA-seq and data processing

Total RNA from fasted WT and *pex5*^−/−^ livers at 6 dpf was extracted using the Direct-zol RNA Kit (ZYMO RESEARCH, Irvine, CA, USA), according to the manufacturer’s instructions. 3'UTR RNA-seq was performed using the CEL-Seq2 protocol [34], except that the Second Strand Synthesis Module (NEB, Ipswich, MA, USA) was used for double-stranded cDNA synthesis, and the library was amplified by nine cycles of PCR without any sample pooling. The library was sequenced on an Illumina MiniSeq, and the following quantitative analysis was performed using 51 bp of insert reads (Read2). Cell barcode and UMI in Read1 was extracted by using UMI-tools (ver.1.1.1) with the following command “umi_tools extract -I read1.fastq --read2-i*n = *read2.fastq --bc-pattern = =NNNNNNNNNNCCCCCCCCC.” Four cell barcodes were mixed and used for all the samples. Adaptor sequences and low-quality sequences were removed, read length below 20 bp was discarded using Trim Galore (ver.0.6.7), and reads were mapped to the GRCz11 reference using HISAT2 (ver.2.2.1). Read counts for each gene were obtained using featureCounts (ver.2.0.1), and UMI duplications were removed using UMI-tools. To further analyze and visualize the gene expression profiles, the processed count was transformed into a transcript per million (TMM) using the edgeR package (ver.3.36.0) as described previously [35]. 

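In edgeR, TMM is the trimmed mean of M-values, a scaling factor for each library that is computed after the genes with the most extreme log ratios and intensities are trimmed, so that a few abundant transcripts do not set the scale. The unlogged values summed to 952682 and 956254 in the WT libraries and to 1055870 and 985624 in the *pex5*-/- libraries, and thus not to the same total.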

R Studio (ver.2022.02.2) and R (ver.4.1.2) were used to create scatter plots showing gene expression profiles (log_2_[TMM + 1]) and (2) differential gene expression (log_2_[fold change]). R included the R packages dplyr (ver.1.0.9), stringr (ver.1.4.0), ggpubr (ver.0.4.0), ggplot2 (ver.3.3.6), and pheatmap (ver.1.0.12).

### mRNA expression

WT and *pex5*^*−/−*^ livers were dissected from six- or 7-day-old larvae. Each sample of total RNA was prepared from ten livers at the desired developmental stages using TRIzol reagent (Ambion Inc., Austin, TX, USA), following the manufacturer’s instructions. Total RNA was reverse-transcribed using reverse transcriptase (Roche, Basel, Switzerland), and quantitative PCR (qPCR) was performed using the following primers: *p62* F:5ʹ-GCGTCAGTGAGGGAACAAAG-3ʹ, R:5ʹ-CAGAGACTCCACCAGCCTAG-3ʹ; and *β-actin* F:5ʹ-TGAATCCCAAAGCCAACAGAGAGA-3ʹ, R:5ʹ-TCACGACCAGCTAGATCCAGACG-3ʹ. The data were analyzed to determine the relative abundance of *β-actin*. All analyses were performed in triplicate.

### Transmission electron microscopy (TEM)

WT and *pex5*^*−/−*^ livers were dissected from 4.5- and 6.5-day-old embryos. Dissected zebrafish livers were fixed with 2% paraformaldehyde and 2% glutaraldehyde in 0.05 M sodium cacodylate buffer (pH 7.2) overnight at 4 °C. Fixed samples were washed three times with 0.05 M sodium cacodylate buffer for 10 min at 4 °C and post-fixed with 1% osmium tetroxide in 0.05 M sodium cacodylate buffer. The post-fixed samples were washed twice with distilled water for 10 min at room temperature. The samples were then stained in en bloc for overnight at 4 °C. The samples were then dehydrated in a graded ethanol series, followed by propylene oxide, and embedded in Quetol-Spurr resin. Sections (70 nm thick) were cut on a Leica Ultracut ultramicrotome (Leica Microsystem, EM UC7, Canada), stained with 2% uranyl acetate and lead citrate, and viewed under a Hitachi H-7650 TEM (Hitachi Science and Technology, Japan).

### Cell death assay

Larvae were processed for cryo-sectioning to obtain a 10-µm-thick liver section, dried for 1 h at room temperature, and washed with PBS three times for 10 min. The samples were incubated in blocking solution (3% hydrogen peroxide (H_2_O_2_) in methanol) for 10 min at room temperature, followed by washing with PBS. Permeabilization solution (10 µL 1 M Tris–HCl pH 7.5 + 2 µL proteinase K PCR Grade 20 mg/mL and H_2_O to make 1 mL) was then added to the tissue samples, incubated for 2 min at 4 °C, and the slides were rinsed with PBS. As the positive control, fixed and permeabilized samples were incubated with DNase (20 U/mL DNase in 50 mM Tris–HCl pH 7.5, 10 mM magnesium chloride (MgCl_2_), and 1 mg/mL bovine serum albumin) for 10 min at room temperature, followed by washing with PBS twice. The area around the tissue was then dried, and 50 µL terminal deoxyribonucleotidyl transferase (TDT)-mediated dUTP nick-end labeling (TUNEL) reaction mixture (50 µL enzyme solution + 450 µL label solution, Roche, Basel, Switzerland) was added to the tissue sample, followed by incubation for 60 min at 37 °C in a humidified atmosphere in the dark. The slides were washed three times in PBS, and 4ʹ, 6-diamidino-2-phenylindole (DAPI, Roche 10236276001, Basel, Switzerland) (1:1000 in PBS) was added to the tissue samples and incubated for 10 min at room temperature in the dark. Samples were then washed three times in PBS, mounted with a clear mount, and imaged under an Olympus IX71 fluorescence microscope.

### Drug treatment

For rescue experiments, rapamycin (250 nM) or UK5099 (25 µM) was treated in embryo medium starting from 3.5 dpf, and etomoxir (1.5 µM), oligomycin (5 pM), chloroquine (250 μM), or N-acetyl-cysteine (NAC) (100 μM) was treated from 5 dpf. The medium containing the drug was changed daily until the analysis.

### Immunoblotting

After genotyping, WT and *pex5*^−/−^ at 6 dpf were separately pooled in a 1.5 ml Eppendorf tube and sonicated on ice using 1 mL PBS to break embryos into pieces. Samples were centrifuged at 12,000 rpm for 5 min, and lysis buffer containing protease inhibitor cocktail was added to the pellets and incubated on ice for 1 h. Samples were then centrifuged at 14,000 rpm at 4 °C, and the supernatant was mixed with sodium dodecyl sulfate (SDS) loading dye and heat shock at 95 °C for 5 min. Samples were then loaded on a sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS-PAGE) gel and run in running buffer for 2 h at 100 V. The proteins were transferred to a nitrocellulose membrane using a transfer buffer for 1.5 h at 40 V. The membrane was then blocked for 1 h at room temperature using blocking buffer (5% skim milk in 1X TBST). The membrane was then incubated with primary antibody diluted in blocking buffer (2.5% skim milk in TBST) overnight at 4 °C and washed thrice with TBST for 10 min. Secondary antibodies diluted appropriately in blocking buffer were then added to the membrane (2.5% skim milk in TBST) and incubated at room temperature for 1 h, followed by three washes with TBST for 10 min each. All washes and antibody incubations were performed using a rocker. For signal development, all buffers were removed and the membrane was incubated for 3 min in a western blot detection kit (AbFrontier, Seoul, South Korea) and developed in a dark room using an X-ray film, developer, and fixer. After the signal development, the X-ray film was washed in running water for a few minutes, and images were captured.

### Antibodies

Antibodies used for western blotting or immunostaining in this study are listed in Supplementary Methods.

### Statistics

Statistical significance was determined using the Student’s *t* test in Microsoft Excel; * and ** indicate *p* values < 0.05 and < 0.01, respectively.

### Data availability

The RNA-seq dataset used in this study was deposited in the Gene Expression Omnibus and is available under accession number GSE205349.

### Study approval

The experimental protocol was approved by the Committee for Ethics in Animal Experiments of Wonkwang University (WKU15-126) and was performed in accordance with the guidelines for animal experiments.

## Results

### *pex5*^−/−^ zebrafish recapitulates clinical characteristics of ZSD

To establish a stable zebrafish model for ZSD, we initially examined the equivalence of the zebrafish *pex5* gene with its mammalian counterpart. Sequence analysis suggested that PEX5 is highly conserved among vertebrates including humans, mice, and zebrafish (Supplementary Fig. S1). To address the functional equivalence of *PEX5* genes, we generated *pex5* mutant zebrafish using the CRISPR-Cas9 system, which targeted an optimal genomic sequence near intron/exon junction 2 (Fig. 1a). A founder zebrafish harboring an 8-base pair deletion in the *pex5* open reading frame was identified and used to produce *pex5* F1 heterozygous zebrafish, whose *pex5* gene was predicted to generate a truncated version of the protein comprising only 41 amino acids (Fig. 1a). Almost all *pex5*^*−/−*^ generated from the incrosses of *pex5* heterozygotes died before one month after fertilization (Fig. 1b).

**Fig. 1:**
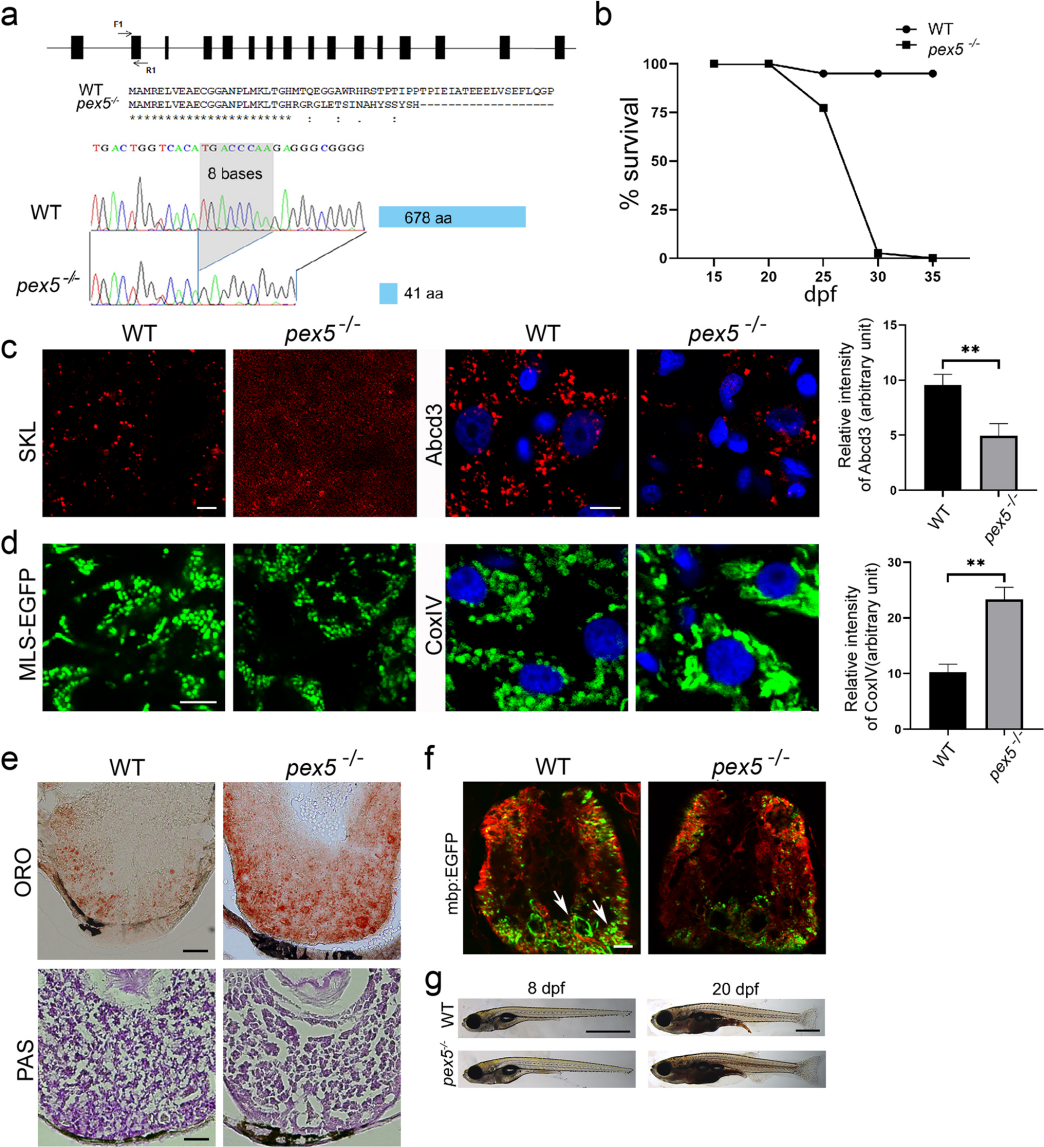
Loss of Pex5 in zebrafish induces liver defects and myelination abnormality due to the decreased peroxisome number. **a** Schematic view of the genomic structure of *pex5* in zebrafish is shown with 16 exons in black rectangles. F1 and R1 indicate the position and direction of the primer sequences that were used for the clustered regularly interspaced palindromic repeat/caspase 9 (CRISPR/Cas9)-mediated gene inactivation. A partial amino-terminal sequence of WT Pex5 is compared to that of Pex5 mutant protein. Note that the 8-base pair deletion shown in the sequencing chromatogram of the *pex5* gene is predicted to translate a truncated version of the Pex5 mutant protein comprised only 41 amino acids with a stretch of unrelated carboxy-terminal sequences. **b** Survival curve for *pex5*^*−/−*^ under normal feeding conditions. Heterozygous *pex5*^+/−^ zebrafish were incrossed, and the percentage of survived larvae per genotype at the indicated developmental times was plotted with assumption of Mendel’s segregation ratios. **c** Peroxisomes are shown in the liver sections of WT and *pex5*^*−/−*^. The RFP-SKL expression from the *Xla.Eef1a1:RFP-SKL* transgene was used as a surrogate to detect the subcellular localization of the peroxisomal matrix proteins. The expression levels of endogenous PMP70 proteins detected by immunofluorescence were shown to illustrate an abundance of peroxisome membrane proteins that are independently incorporated in the peroxisome membrane from the matrix-import pathway. Scale bar = 5 μm. Graph shows quantified signal intensity of Abcd3 and presented as the average with error bars indicating standard deviation. Statistical significance was determined using the Student’s *t* test in Microsoft Excel; * and ** indicate *p* values < 0.05 and < 0.01, respectively. **d** Mitochondria are shown in the liver sections of WT and *pex5*^*−/−*^. Expression of mitochondria-targeted enhanced green fluorescent protein (EGFP) (MLS-EGFP) was used to detect the general shape of mitochondria, whereas immunofluorescence of a component of the mitochondrial respiratory chain complex IV (CoxIV) was performed to reveal the differential expression of an endogenous mitochondria-targeted protein. Scale bar = 5 μm. Graph shows quantified signal intensity of CoxIV and presented as the average with error bars indicating standard deviation. Statistical significance was determined using the Student’s *t* test in Microsoft Excel; * and ** indicate *p* values < 0.05 and < 0.01, respectively. **e** Neutral lipids and glycogen are shown by performing Oil Red O and PAS staining, respectively, in the liver sections of WT and *pex5*^*−/−*^. Scale bar = 50 μm. **f** Neuronal myelination using *Tg(mbp:EGFP)* transgenic zebrafish was compared between WT and *pex5*^*−/−*^. Red immunofluorescence for acetylated tubulin was used to locate the differentiating neurons in the zebrafish trunk. Arrows indicate myelinated neurons. Scale bar = 50 μm. **g** Representative pictures of the WT and *pex5*^*−/−*^ at 8 and 20 dpf as indicated are shown in lateral views with anterior to the left. Scale bar = 1 mm

To address the mechanistic aspects of *pex5*^*−/−*^ mortality, we initially examined peroxisomes that were predicted to be dysfunctional in zebrafish *pex5*^*−/−*^, as observed in human patients or animal models with *PEX5* deficiency [36, 37]. Expression of RFP-SKL (a cargo protein of Pex5 with red fluorescence) from the *Xla.Eef1a1:RFP-SKL* transgene [27] showed subcellular distribution of peroxisomes in a punctate pattern in the hepatocytes of WT zebrafish at 20 days post-fertilization (dpf) (Fig. 1c, *n* = 6). In contrast, RFP-SKL was diffusely detected in the cytoplasm of *pex5*^*−/−*^ hepatocytes, which is consistent with the Pex5 deficiency in the import of peroxisome matrix proteins in mammals. Moreover, a decreased number of punctate structures expressing Abcd3 (*n = *6), an endogenous peroxisome membrane protein localized in a Pex5-independent manner, indicated a decreased number of peroxisomes at 20 dpf in the *pex5*^*−/−*^ livers.

We next examined mitochondria, whose abnormalities have been reported in ZSD [11, 17, 18, 36]. Mitochondrial morphologies in the hepatocytes of WT zebrafish, assessed by the expression of green fluorescent protein fused to mitochondria-localizing signal (MLS-EGFP) from Tg(*Xla.Eef1a1:MLS-EGFP*) transgenic zebrafish [32], differed from those in *pex5*^−/−^ whose mitochondria were heterogeneous in size and occasionally clustered (Fig. 1d, *n = *6). In addition, the expression of endogenous proteins belonging to the mitochondrial respiratory chain complex IV was highly increased in the *pex5*^*−/−*^ hepatocytes compared to that in WT (*n = *6), suggesting that mitochondrial abnormalities might have initiated at the subcellular levels earlier than 20 dpf.

ZSD features metabolic disturbances in the liver, the most peroxisome-rich organ [18, 36]. Indeed, we found that liver lipids were highly accumulated in *pex5*^*−/−*^ compared to those in WT, while glycogen levels between the two genotypes were comparable (Fig. 1e, *n* = 6). ZSD also features defects in the nervous system, including demyelination [38, 39]. Using transgenic zebrafish, *Tg*(*mbp:EGFP*), we found that *pex5*^−/−^ zebrafish at 20 dpf displayed severe demyelination (Fig. 1f, *n* = 6). Despite the metabolic alterations in the liver and neuronal demyelination, the resulting *pex5*^*−/−*^ did not show noticeable differences in gross morphology from WT siblings (Fig. 1g, *n* > 40), but died before one month of age (Fig. 1b). Given that the molecular and cellular phenotypes and early mortality displayed in *pex5*^*−/−*^ resembled those in ZSD, this model could be used as another system to identify the molecular pathways underlying ZSD pathogenesis.

### *pex5*^−/−^ zebrafish are sensitized to fasting leading to expedited death during the larval stage

Although *pex5*^−/−^ zebrafish could survive up to one month of age, *pex5* deficiency might have altered organelle structures and, thus, their functions as early as 20 dpf. To trace the stage in which peroxisomes became dysfunctional in *pex5*^−/−^ zebrafish, we examined the expression of both RFP-SKL and Abcd3 during early embryonic development in zebrafish. Owing to the maternal contribution of peroxisomes and *pex5* gene products, RFP-SKL was still detected in a punctate structure in *pex5*^−/−^ at 2 dpf. However, as peroxisome turnover is predicted to be approximately two days on average [40], RFP-SKL was diffusely detected in the cytosol of the hepatocytes of *pex5*^−/−^ zebrafish at 5 dpf (Fig. 2a, *n* = 8). Notably, the number of peroxisomes detected by Abcd3 antibody staining was similar in WT and *pex5*^−/−^ zebrafish at 5 dpf (Fig. 2b, *n* = 8). These results suggest that peroxisomes in *pex5*^*−/−*^ might be immature as early as 5 dpf as opposed to those in WT and become reduced in number before 20 dpf.

**Fig. 2:**
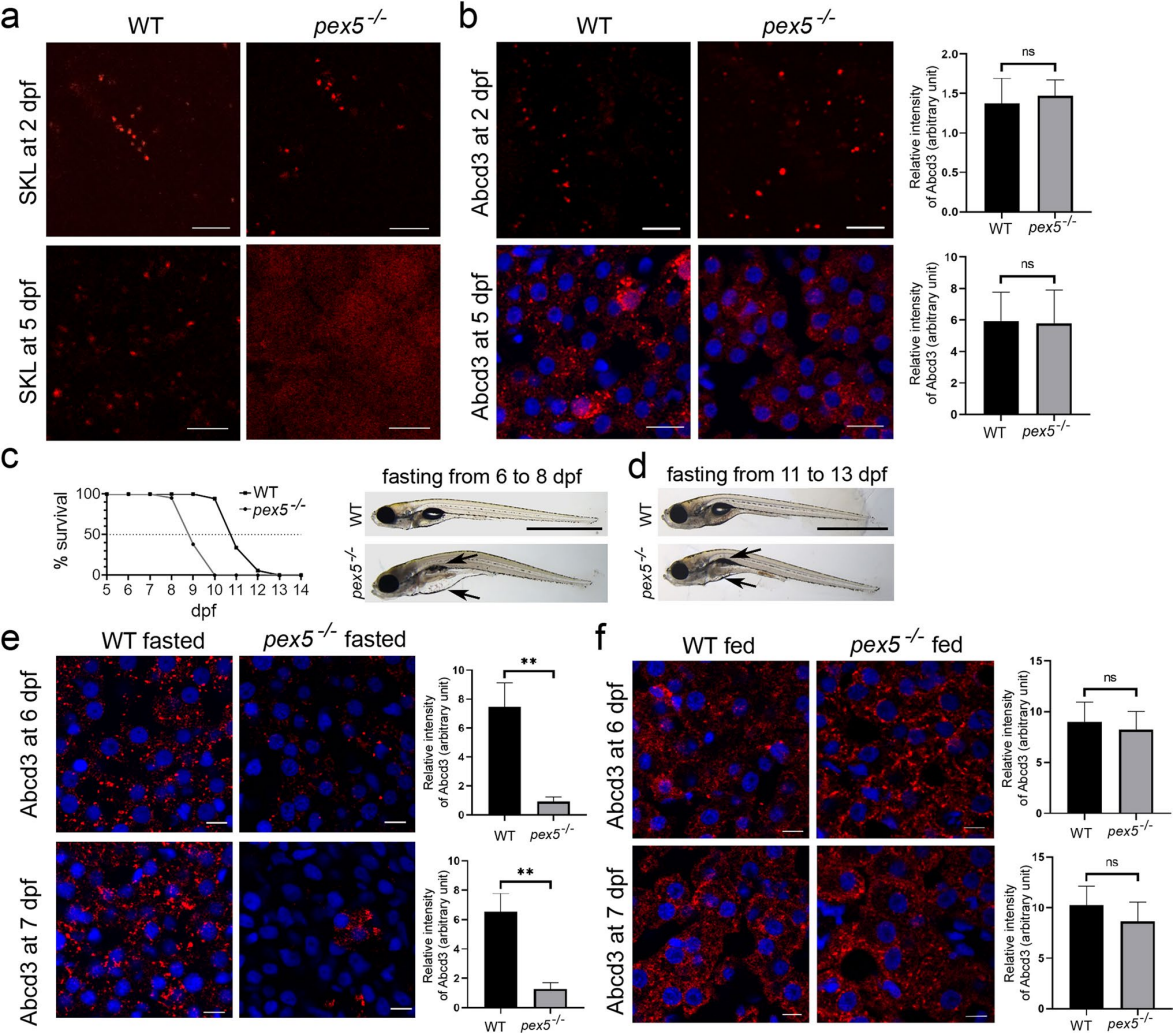
Fasting induces the rapid exacerbation of *pex5*^*−/−*^ leading to early mortality. **a** RFP-SKL was detected using the *Xla.Eef1a1:RFP-SKL* transgenic zebrafish at 2 dpf in the muscle cells and at 5 dpf in the liver sections of WT and *pex5*^*−/−*^. Note that the SKL signal is diffusely detected in the liver cells of *pex5*^*−/−*^ at 5 dpf. Scale bar = 5 μm. **b** Endogenous Abcd3 proteins were shown by performing immunofluorescence at 2 dpf in the muscle cells and at 5 dpf in the liver sections of WT and *pex5*^*−/−*^. Scale bar = 5 μm. Graphs show quantified signal intensity of Abcd3 at the indicated times and presented as the average with error bars indicating standard deviation. Statistical significance was determined using the Student’s *t* test in Microsoft Excel. **c** Survival curve shows a differential survival response between the WT and *pex5*^*−/−*^ zebrafish under fasting conditions. Experiments were performed at least three times and the average percentage of surviving animals was used to draw the curve (*n = *40/genotype). Representative pictures of the WT and *pex5*^*−/−*^ fasted from 5 to 8 dpf are shown in lateral views with anterior to the left. Arrows point to the edematous gut area and deflated swim bladder in fasted *pex5*^*−/−*^ at 8 dpf. Scale bar = 1 mm. **d** Representative pictures of WT and *pex5*^*−/−*^ fasted from 11 to 13 dpf are shown as indicated. Scale bar = 1 mm. **e**, **f** Peroxisome abundance was compared in the liver cells between the WT and *pex5*^*−/−*^ and between the feeding and fasting conditions using immunofluorescence for Abcd3. There was a marked disappearance of peroxisome abundance depending on the *pex5* genotype and the nutritional status. Scale bar = 5 μm. Graphs show quantified signal intensity of Abcd3 under fed or fasted conditions at the indicated times and presented as the average with error bars indicating standard deviation. Statistical significance was determined using the Student’s *t* test in Microsoft Excel; ** indicates *p* values < 0.01

Zebrafish embryos consume yolk for the initial five days of development, but depend on the external food supply for their development and growth [41, 42]. We reasoned that metabolic challenges might alter the phenotypic presentation of *pex5*^*−/−*^. We found that WT zebrafish subjected to fasting could survive up to 12 dpf, with 50% mortality observed at approximately 10.5 dpf (Fig. 2c, *n* = 40). In contrast, *pex5*^*−/−*^ zebrafish under the same condition displayed clearly observable phenotypes including edematous abdomen with deflated swim bladder, shrunken liver, and hypotonia at 8 dpf and died between 8 and 10 dpf (with 50% mortality observed at approximately 8.5 dpf, *n = *40), suggesting a high sensitivity to fasting. The causal relationship between fasting and early mortality of *pex5*^*−/−*^ was confirmed by performing another fasting experiment in which *pex5*^*−/−*^ subjected to fasting from 11–13 dpf recapitulated the phenotype and early mortality observed in *pex5*^*−/−*^ subjected to fasting from 6 dpf (Fig. 2d, *n* = 20).

We next examined the effect of fasting on peroxisomal abundance. In contrast to the comparable numbers of immature peroxisomes present in both WT and *pex5*^*−/−*^ livers at 5 dpf (Fig. 2b), fasting dramatically reduced peroxisome numbers in the hepatocytes of *pex5*^*−/−*^ at 6 dpf and almost completely reduced peroxisome numbers in most cells at 7 dpf (Fig. 2e, *n* = 8). However, peroxisome numbers under feeding conditions were comparable between the WT and *pex5*^*−/−*^ (Fig. 2f, *n* = 8). These results suggest that fasting-mediated metabolic challenge could discriminate functional peroxisomes from immature ones, whose disappearance was facilitated in fasted *pex5*^*−/−*^larvae.

### *pex5* depletion induces alteration in the hepatic mitochondria under fasting conditions

Previous studies using knockout mice have shown that mitochondrial abnormalities could stem from dysfunctional peroxisomes [11, 17, 18, 36]. To evaluate the effect of the *pex5* mutation and nutritional stress on mitochondria, we first examined mitochondrial morphology using the expression of *Xla.Eef1a1:MLS-EGFP* transgene and compared it between WT and *pex5*^*−/−*^ under feeding and fasting conditions (Fig. 3a). Under feeding conditions, mitochondria were largely elongated in the hepatocytes of WT at 6 dpf (*n = *8), whereas they were mostly fragmented in *pex5*^−/−^ (*n = *8), suggesting that *pex5* deficiency might cause mitochondria to be morphologically different from those in WT under feeding conditions. Consistent with this idea, mitochondria in the hepatocytes of *pex5*^*−/−*^ were fragmented as early as 5 dpf (Supplementary Fig. S2, *n = *8). The different morphologies of mitochondria were maintained at 7 dpf under feeding conditions (Fig. 3a and Supplementary Fig. 2, *n = *8). These results indicate that mitochondria in WT hepatocytes under feeding conditions maintained their elongated morphology, while those in *pex5*^*−/−*^ underwent a morphological change to become largely fragmented.

**Fig. 3:**
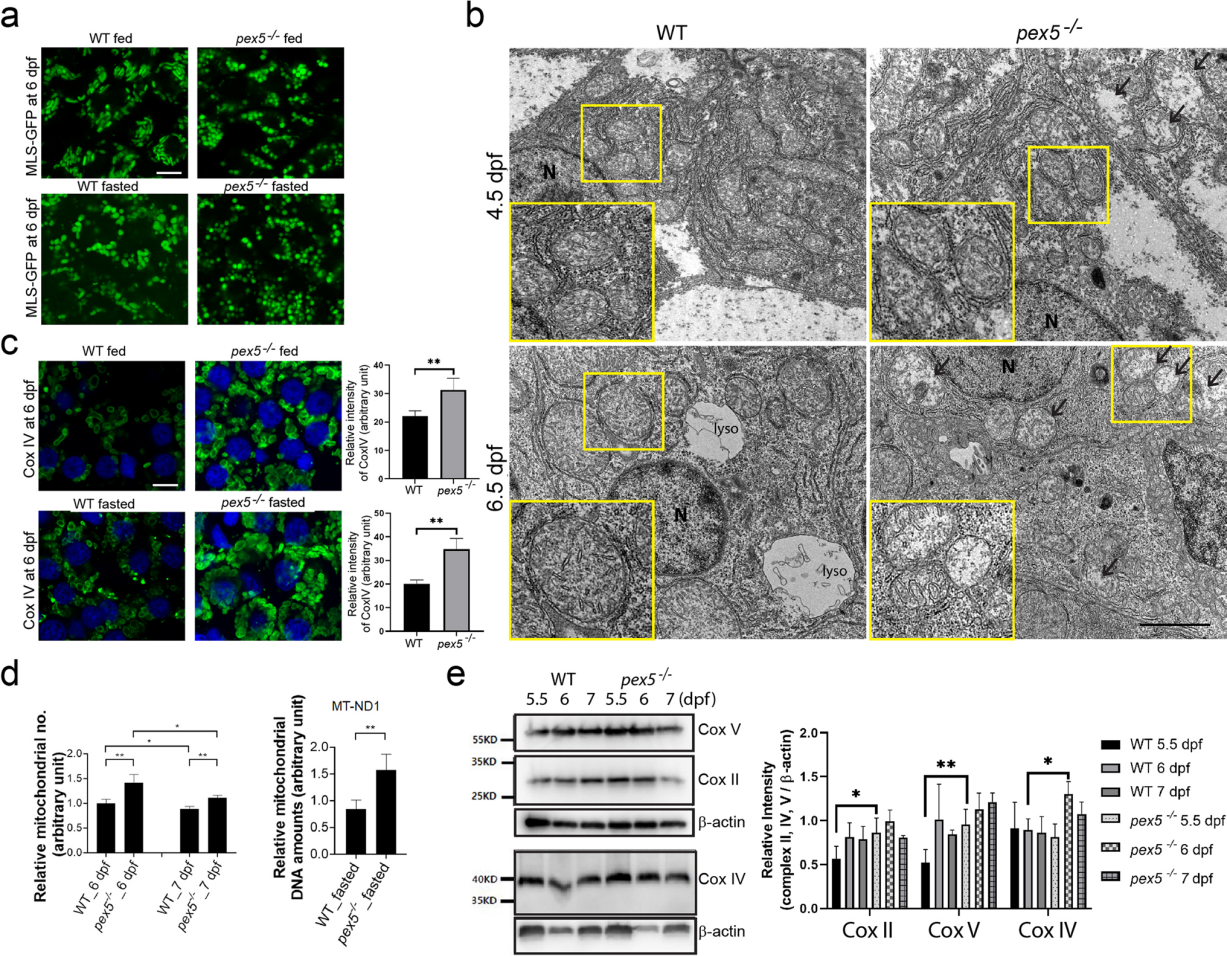
Fasting induces a radical change in the mitochondrial shape and abundance. **a** Expression of MLS-EGFP from the liver sections of *Xla.Eef1a1:MLS-EGFP* transgenic zebrafish at 6 dpf is shown to compare between the WT and *pex5*^*−/−*^ zebrafish and between the feeding and fasting conditions. Scale bar = 5 μm. **b** Transmission electron microscope (TEM) images are shown to detect the differential mitochondrial shapes in the liver at 4.5 dpf and 6.5 dpf upon fasting depending on the *pex5* genotype. Arrows indicate mitochondria with abnormal cristae structure. Scale bar = 500 nm. **c** Endogenous expression of a component of CoxIV is shown following immunofluorescence for comparison between the WT and *pex5*^−/−^ zebrafish liver and between the feeding and fasting conditions. Scale bar = 5 μm. Graphs show quantified signal intensity of CoxIV at the indicated conditions and presented as the average with error bars indicating standard deviation. Statistical significance was determined using the Student’s *t* test in Microsoft Excel; ** indicates *p* values < 0.01. **d** Mitochondrial abundance was analyzed by either counting the number of mitochondria in the liver cells of WT and *pex5*^*−/−*^ zebrafish at the indicated stages under fasting conditions (left) or quantifying the mitochondrial DNA amount at 6 dpf in reference to a β-actin genomic region using quantitative polymerase chain reaction (qPCR) (right). Note that the number of mitochondria in the liver cells of fasted WT zebrafish at 6 dpf was set to 1, which was used for reference to quantify those in the rest of the samples. Statistical significance was determined using the Student’s *t* test in Microsoft Excel; * and ** indicate *p* values < 0.05 and < 0.01, respectively. **e** Western blot using whole lysates was performed to compare expression levels of component proteins of the respiratory chain complexes, II V, and IV between WT and *pex5*^*−/−*^ at the indicated developmental stages. A representative image is shown, and the expression levels were quantified and presented as the average of three repeats with error bars indicating standard deviation. Statistical significance was determined using the Student’s *t* test in Microsoft Excel; * and ** indicate *p* values < 0.05 and < 0.01, respectively

Notably, when zebrafish were subjected to fasting, some mitochondria in the WT hepatocytes became fragmented and formed an elliptical shape at 6 dpf (Fig. 3a, *n* = 8), indicating that fasting might induce a change in mitochondrial shape. When the same fasting regime was imposed on *pex5*^−/−^, most mitochondria in the liver formed a round shape at 6 dpf and remained similar at 7 dpf (Supplementary Fig. 2, *n = *8), suggesting that fasting promoted further changes in mitochondrial shape in *pex5*^*−/−*^. To further examine the mitochondrial structural changes dependent on the *pex5* genotype and nutritional status, we examined liver sections using TEM. Consistent with the fluorescence microscopic observation, TEM showed that elongated mitochondria were observed in the WT liver, whereas mitochondria were fragmented in the *pex5*^*−/−*^ liver at 4.5 dpf (Fig. 3b). Moreover, unlike the mitochondria in the WT liver, few mitochondria appeared to be damaged in the *pex5*^*−/−*^ livers as their cristae structure was disrupted. Fasting facilitated mitochondrial fission, as mitochondria of WT liver at 6.5 dpf were no longer tubular. However, the mitochondria in the fasted WT liver were structurally intact and formed an elliptical shape. In contrast, in the livers of fasted *pex5*^*−/−*^, most mitochondria were found to be damaged and their cristae were disorganized at 6.5 dpf. These results suggest that mitochondria might adopt different shapes depending on the *pex5* genotype (i.e., WT vs. *pex5*^−/−^) and metabolic state (fed vs. fasted), thereby displaying the most severely deranged shape in the liver cells of *pex5*^*−/−*^ under fasting conditions.

Since different mitochondrial shapes can be translated into different qualities [43–45], we examined mitochondrial abundance under different conditions. Immunostaining showed significantly increased expression of the mitochondrial proteins belonging to respiratory chain complex IV in the fasted *pex5*^−/−^ hepatocytes compared to that in the fasted WT at 6 dpf (Fig. 3c, *n* = 8/genotype). In addition, we found that the number of mitochondria in the liver cells of fasted *pex5*^*−/−*^ was 1.4 times higher than that in fasted WT at 6 dpf (Fig. 3d). The increased mitochondrial abundance in *pex5*^*−/−*^ liver cells was correlated with increased mitochondrial DNA content, as determined by the amount of the *MT-ND1* gene, which encodes a component of the respiratory chain complex I (Fig. 3d). The expression of other mitochondrial genes, such as *MT-ATP6* and *MT-CYB*, also showed a similar trend (data not shown). Although we were unable to perform western blot analysis using the larval liver due to limited materials, results from western blotting using whole larval lysates showed increased levels of respiratory chain complex proteins in the fasted *pex5*^−/−^ at 5.5 - and 6 dpf depending on complex proteins compared to those in the fasted WT (Fig. 3e), further supporting elevated mitochondrial abundance in the fasted *pex5*^*−/−*^ animals.

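RNA from dissected livers of 2 fasted WT samples (replicates 1 and 4) and 2 fasted *pex5*-/- samples (replicates 1 and 2), all at 6 dpf, was analysed. The libraries were made by CEL-Seq2, a method that primes each polyadenylated RNA at its tail and marks every captured molecule with a unique molecular identifier (UMI), so that PCR copies of the same molecule are counted once and each gene is read near its 3′ end. The authors mapped the reads to the GRCz11 zebrafish assembly, counted them per gene, removed UMI duplicates, applied TMM normalization and deposited log2(TMM + 1) for 16405 genes in each of the 4 libraries. After the logarithm was undone, the values of each library were whole multiples of a single step for 100% of the genes, which gave the number of deduplicated reads behind every value. The libraries held 1342534 reads (WT replicate 1), 1217737 reads (WT replicate 4), 1404876 reads (*pex5*-/- replicate 1) and 1425834 reads (*pex5*-/- replicate 2). A single read was worth between 0.691 and 0.785 TMM, so that 3 reads, taken as the smallest reliable amount, corresponded to between 2.07 and 2.36 TMM. In all 4 libraries together, 44.4% of the listed genes had at most 5 reads. RNA of the mitochondrial genome took between 34.3% and 37.5% of the reads of a library. Differences between genotypes are given below as the mean log2(TMM + 1) of the 2 *pex5*-/- libraries minus that of the 2 WT libraries, a scale that understates the change of genes with few reads. Tests across genes used limma on the 3349 genes with a mean of at least 10 TMM over the 4 libraries, with Benjamini-Hochberg adjustment. With 2 libraries per genotype, an exact two-sided permutation test of a single gene cannot give a p below 0.333. The transcript of *pex5* itself was not analysed here, so the genotype labels were not checked against the mutated gene.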

To understand the molecular mechanism underlying the mitochondrial phenotype in fasted *pex5*^*−/−*^ livers, we performed RNA-seq analysis using total RNAs prepared from fasted WT and *pex5*^*−/−*^ livers at 6 dpf and compared gene expression profiles between the two. 

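Of the 16405 genes, 1573 had no read in any of the 4 libraries and therefore no difference between genotypes. Of the other 14832 genes, 7010 (47.3%) had a higher mean log2(TMM + 1) in fasted *pex5*-/- livers and 7822 had a higher mean in fasted WT livers. In the 4 single pairs of a WT and a *pex5*-/- library, between 44.6% and 50.7% of the genes were higher in *pex5*-/-. Between the 2 WT libraries, 50.6% of the genes were higher in replicate 4, and between the 2 *pex5*-/- libraries 49.0% were higher in replicate 2. Leaving out WT replicate 1 moved the share of genes higher in *pex5*-/- furthest, to 53.1%, rescaling every library to the same total gave 42.6%, and among the 3349 genes with a mean of at least 10 TMM the share was 50.5% (1692 higher and 1657 lower). For single genes, limma with Benjamini-Hochberg adjustment gave 0 genes with an adjusted p under 0.05, the lowest adjusted p being 0.376. At an unadjusted p under 0.05 there were 121 genes, 85 higher and 36 lower in *pex5*-/-, where 167 would be expected by chance. After rescaling to the same total, the number of genes at this threshold was again 121, with 62 higher and 59 lower. These need not be the same genes. The libraries did not resemble each other most within a genotype. Across the 3349 genes, Pearson's r was 0.927 between WT replicate 1 and *pex5*-/- replicate 2 and 0.916 between WT replicate 4 and *pex5*-/- replicate 1, against 0.826 between the WT libraries and 0.878 between the *pex5*-/- libraries, where genes are not independent replicates. The 4 libraries can be divided across the genotypes in 2 ways. Setting WT replicate 1 and *pex5*-/- replicate 2 against the others, the division that follows these correlations and therefore restates them, gave 82 genes with an adjusted p under 0.05 in limma and 418 at an unadjusted p under 0.05. Setting WT replicate 1 and *pex5*-/- replicate 1 against the others gave 0 and 73 genes.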

The gene expression pattern was not biased to either side and was evenly distributed, indicating that there were no technical artifacts that might affect the subsequent analysis (Supplementary Fig. S3a). 

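The OXPHOS genes were taken here as the nuclear-encoded structural subunits of complexes I to V, chosen by symbol, of which 85 were listed and all 85 had reads. The mitochondrial genes were taken from a list of symbols of proteins located in mitochondria, of which 708 were listed and 681 had reads. A mean of at least 10 TMM was reached by 68 OXPHOS genes and 350 mitochondrial genes. Relative to its average over the 4 libraries, the mean log2(TMM + 1) of the 68 OXPHOS genes was -0.23 in WT replicate 1, -0.11 in WT replicate 4, 0.18 in *pex5*-/- replicate 1 and 0.15 in *pex5*-/- replicate 2. The difference between genotypes was 0.34, larger than the difference of 0.12 between the WT libraries and of -0.03 between the *pex5*-/- libraries, although with 2 libraries per genotype no exact test of these means can reach 0.05. For the 350 mitochondrial genes the corresponding means were -0.17, -0.02, 0.15 and 0.03. Their difference between genotypes was 0.18, close to the difference of 0.15 between the WT libraries. The 13 mitochondrially encoded OXPHOS transcripts differed by 0.05 between genotypes, by 0.07 between the WT libraries and by -0.26 between the *pex5*-/- libraries.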

We compared the expression profiles of mitochondrial genes, which were defined by MitoCarta3.0 [46], and OXPHOS genes between the two genotypes (Supplementary Fig. S3b, c). 

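The reads behind the 10 genes of mitochondrial biogenesis differed widely in number. The coactivator *ppargc1b* (ENSDARG00000101569, chromosome 14) had 38.7 ± 1.45 TMM in fasted WT and 52.2 ± 11.2 TMM in fasted *pex5*-/- livers (SD, n = 2 libraries each), *tfam* (ENSDARG00000063145, chromosome 12), which encodes the mitochondrial transcription factor A, had 28.4 ± 11.0 and 30.4 ± 7.88 TMM, and *nrf1* (ENSDARG00000000018, chromosome 4) had 23.0 ± 2.57 and 15.8 ± 1.10 TMM. These 3 genes were the ones with a mean of at least 10 TMM. For *gabpb2a* the means were 12.8 ± 4.08 and 5.40 ± 0.190 TMM. The genes *esrra*, *esrrga*, *polg* and *gabpa* had at most 11 reads in any library, and *ppargc1a* and *esrrb* had 0 reads in all 4 libraries. Why *ppargc1a* and *esrrb* had no reads was not tested.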

We also compared the expression of genes involved in mitochondrial biogenesis between the two (Supplementary Fig. S3d). By examining the fold changes in gene expression, we found that approximately 75% of OXPHOS genes and 59% of mitochondrial genes were upregulated in fasted *pex5*^−/−^ livers (Supplementary Fig. S3e). Moreover, eight out of ten genes involved in mitochondrial biogenesis were upregulated in fasted *pex5*^*−/−*^ livers compared to those in fasted WT livers. These results suggest that the fasted *pex5*^*−/−*^ livers, in comparison with the fasted WT livers, had greater mitochondrial quantity and possibly increased mitochondrial function.

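Among the 85 nuclear-encoded OXPHOS genes, 68 (80.0%) had a higher mean in fasted *pex5*-/- livers and 17 had a lower mean. By complex, 28 of 34 subunit genes were higher for complex I, 3 of 4 for complex II, 7 of 9 for complex III, 13 of 20 for complex IV and 17 of 18 for complex V. In the 4 pairs of a WT and a *pex5*-/- library, between 73.8% and 82.1% of the OXPHOS genes were higher in *pex5*-/-. Within a genotype, 66.7% were higher in WT replicate 4 than in WT replicate 1, and 45.2% were higher in *pex5*-/- replicate 2 than in *pex5*-/- replicate 1. The share of 80.0% lay above 100% of 10000 random gene lists of the same size matched on mean expression, of which the central 95% fell between 41.2% and 61.2%. Restricting the list to genes with a mean of at least 10 TMM moved the share furthest, to 89.7%, and adding the 13 mitochondrially encoded subunits gave 75.5%. Of the 68 OXPHOS genes with a mean of at least 10 TMM, 39 (57.4%) had both *pex5*-/- libraries above both WT libraries and 0 had both below, where chance gives 16.7% in each direction. The 5 largest of these rises were *cox5ab* (log2 difference 1.09, standard error 0.28), *cox6b1* (1.03, standard error 0.26), *atp5mc1* (1.00, standard error 0.26), *ndufv3* (0.77, standard error 0.30) and *atp5md* (0.74, standard error 0.27), each with an adjusted p of 1.00 from limma with Benjamini-Hochberg adjustment. *cox6b1*, for example, had 44.5 ± 4.77 TMM in WT and 91.8 ± 2.21 TMM in *pex5*-/- livers (SD, n = 2 libraries each). Tested as a set with camera in limma, the OXPHOS genes were shifted upwards relative to the other genes (unadjusted p-value 1.09e-11, adjusted p = 2.50e-10 over all gene lists tested, with the preset inter-gene correlation of 0.01). When the correlation between the genes was estimated from the 4 libraries, the unadjusted p-value was 0.0713 and the adjusted p was 0.740.
For the mitochondrial genes, 417 of the 681 with reads (61.2%) were higher in *pex5*-/- and 264 were lower. In the 4 pairs the share ranged from 51.8% to 70.8%, and WT replicate 4 exceeded WT replicate 1 in 61.0% of the mitochondrial genes, a share like that between genotypes. The share between genotypes lay above 100% of the matched random lists, of which the central 95% fell between 45.7% and 52.7%. Of the 350 mitochondrial genes with a mean of at least 10 TMM, 112 (32.0%) had both *pex5*-/- libraries above both WT libraries and 28 (8.00%) had both below, against 16.9% and 13.5% of all 3349 genes. Without the OXPHOS subunits, 58.8% of the mitochondrial genes were higher. For the 350 mitochondrial genes, OXPHOS subunits included, camera in limma gave an unadjusted p-value of 5.32e-06 and an adjusted p of 4.08e-05 with the preset correlation. With the estimated correlation camera gave 0.213 and 0.740.

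**Figure D1:**
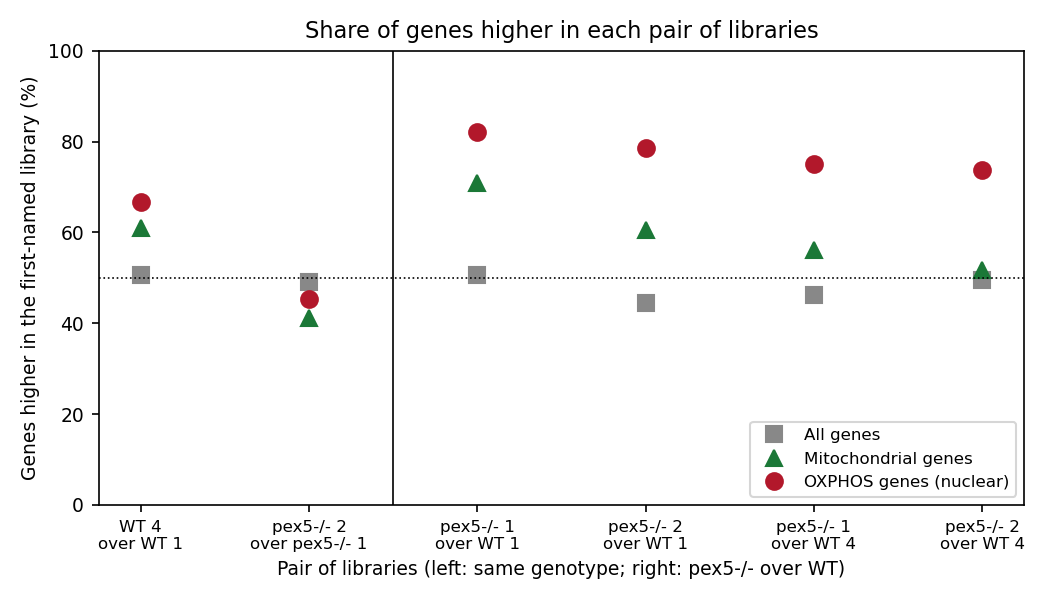
Share of genes (%) with a higher log2(TMM + 1) in the first-named library of each pair, for all genes, mitochondrial genes and nuclear-encoded OXPHOS genes, with each point standing for a single pair of libraries and genes of equal value left out. The OXPHOS genes lie between 73.8% and 82.1% in the 4 pairs of *pex5*-/- over WT and at 66.7% and 45.2% in the pairs within a genotype, and the mitochondrial genes overlap between the kinds of pair.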

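Of the 10 genes, 6 had a higher mean log2(TMM + 1) in fasted *pex5*-/- livers (*ppargc1b*, *esrra*, *esrrga*, *polg*, *gabpa* and *tfam*), 2 had a lower mean (*nrf1* and *gabpb2a*), and *ppargc1a* and *esrrb*, with 0 reads, had no difference. For *ppargc1b* the log2 difference was 0.41 (standard error 0.29, adjusted p = 1.00 from limma with Benjamini-Hochberg adjustment), and it stayed between 0.19 and 0.62 when each library was left out in turn. For *tfam* it was 0.13 (standard error 0.39, adjusted p = 1.00 from the same limma fit), ranging from -0.27 to 0.52 with a library left out. The difference of *nrf1* was -0.51 (standard error 0.31, adjusted p = 1.00 from the same limma fit), between -0.62 and -0.40 with a library left out. *gabpb2a*, with 14 and 20 reads in the WT libraries and 7 and 8 reads in the *pex5*-/- libraries, differed by -1.08. Among the higher genes, *polg* had 1 and 0 reads in WT and 1 and 0 reads in *pex5*-/- livers, *esrra* had 0 and 0 against 2 and 0, *esrrga* had 1 and 1 against 1 and 2, and *gabpa* had 1 and 4 against 1 and 11, so that a direction was not detectable for these 4 genes at this depth. With only genes of at least 10 TMM on average, 2 genes were higher and 1 was lower.

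**Figure D2:**
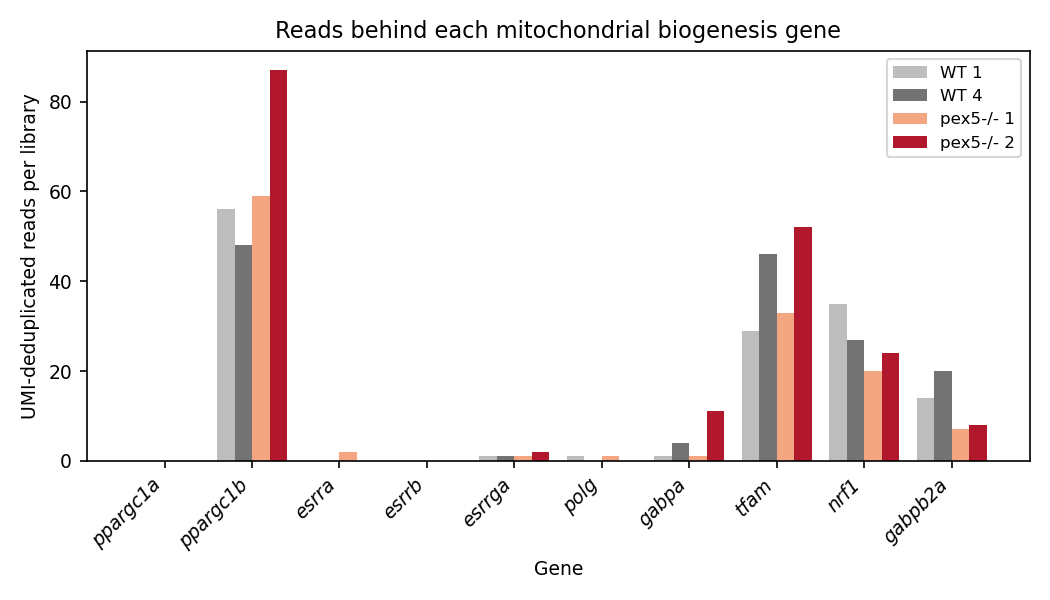
UMI-deduplicated reads (vertical axis) of the 10 mitochondrial biogenesis genes in each of the 2 WT and 2 *pex5*-/- libraries, a bar per library. No bar of *esrra*, *esrrga*, *polg* or *gabpa* exceeds 11 reads, and *ppargc1a* and *esrrb* have 0 reads in every library.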

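Of the 13 mitochondrially encoded OXPHOS transcripts, 6 were higher and 7 lower in fasted *pex5*-/- livers, and together they took 7.78% and 8.32% of the reads in the WT libraries and 8.01% and 7.28% in the *pex5*-/- libraries. Their share of higher transcripts ranged from 23.1% to 69.2% over the 4 pairs of a WT and a *pex5*-/- library. The rotation test fry in limma, which asks whether a set changes at all, gave unadjusted p-values of 0.0324 for the 68 nuclear-encoded OXPHOS genes and 0.204 for the 350 mitochondrial genes, and an adjusted p of 0.568 for each after Benjamini-Hochberg adjustment over all gene lists tested. Dividing the 4 libraries across the genotypes gave 57.6% and 56.5% of OXPHOS genes on the higher side, with camera p-values in limma of 0.201 and 0.510. For the mitochondrial genes, the division of WT replicate 1 and *pex5*-/- replicate 2 against WT replicate 4 and *pex5*-/- replicate 1 gave 60.9% on the higher side, where matched random lists had a median of 53.0%, and the other division gave 51.5%, with a median of 50.4%. Between genotypes the matched median was 49.2%. The camera p-values in limma for these 2 divisions were 0.00330 and 0.919. From the shares of OXPHOS, mitochondrial and mitochondrial biogenesis genes with a positive fold change, the paper proposes that fasted *pex5*-/- livers had more mitochondria and possibly greater mitochondrial function than fasted WT livers.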

### Fasting increases hepatic ROS and facilitates depletion of hepatic lipids and glycogen in *pex5*^−/−^

It is conceivable that elevated mitochondrial activity may induce high ROS levels. We tested whether this was the case with fasted *pex5*^*−/−*^ livers. We used 4-hydroxynonenal (4-HNE) level as a measure of ROS-dependent lipid peroxidation [47, 48]. *Pex5*^*−/−*^ liver cells showed a strong increase in the level of 4-HNE compared to WT liver cells during fasting at 6 dpf (Fig. 4a and b, *n* = 12). Consistent with ROS as a potent apoptotic inducer, we found a significant increase in apoptotic cell death in the liver of *pex5*^−/−^ at 7 dpf (Fig. 4c and d, *n* = 12). We attempted to relieve the ROS burden by treating with NAC, a well-known ROS scavenger, which dramatically reduced 4-HNE levels in the liver cells of all treated larvae (Fig. 4a, *n* = 12) and remarkably decreased the number of apoptotic liver cells of *pex5*^−/−^ compared to the untreated *pex5*^−/−^ (Fig. 4b, *n* = 12). Importantly, NAC treatment almost completely rescued 75% of fasted *pex5*^*−/−*^ from developing lethality-associated phenotypes (Fig. 4c, *n* = 24). These results suggest that ROS induction in the liver cells of *pex5*^−/−^ at 6 dpf might also contribute to the early lethality of *pex5*^*−/−*^ under fasting conditions.

**Fig. 4:**
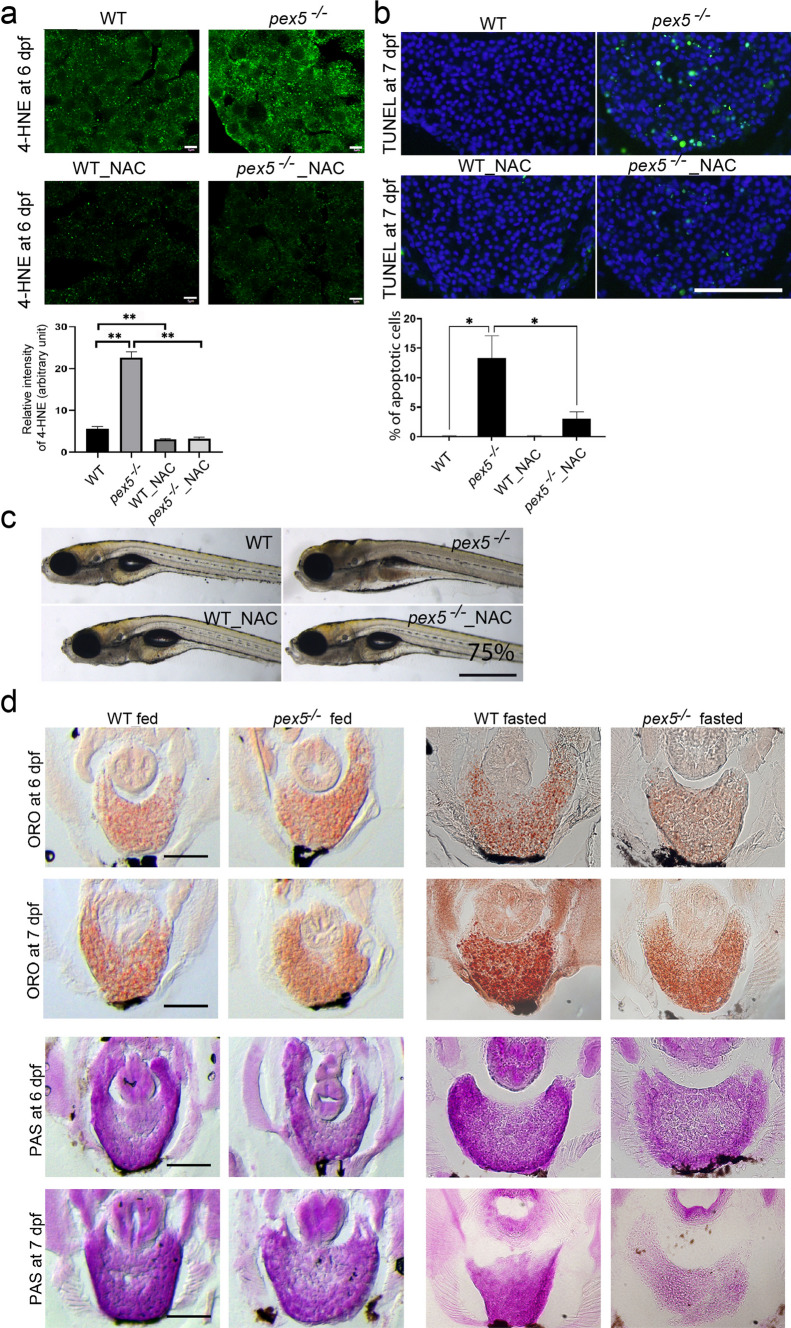
Fasting induces ROS and abnormally increased consumption of hepatic lipids and glycogen in the *pex5*^*−/−*^ liver. **a** 4-hydroxynonenal (4-HNE) was performed in the liver sections of WT and *pex5*^*−/−*^ zebrafish at 6 dpf either untreated or treated with 100 μM N-acetyl-cysteine (NAC). Scale bar = 5 μm. Graph shows quantified signal intensity and presented as the average with error bars indicating standard deviation. Statistical significance was determined using the Student’s *t* test in Microsoft Excel; ** indicates *p* values < 0.01. **b** Terminal deoxyribonucleotidyl transferase (TDT)-mediated dUTP nick-end labeling (TUNEL) staining was performed in the liver sections of WT and *pex5*^*−/−*^ zebrafish at 7 dpf either untreated or treated with NAC. Positive signals appear in green, and nuclei were stained with 4ʹ, 6-diamidino-2-phenylindole (DAPI) in blue. Scale bar = 100 μm. Graph shows the percentage of apoptotic cells per different conditions with error bars indicating standard deviation. Statistical significance was determined using the Student’s *t* test in Microsoft Excel; * indicates *p* values < 0.05. **c** Representative images of WT and *pex5*^*−/−*^ zebrafish at 9 dpf either untreated or treated with NAC. Larvae were shown in lateral views with anterior to the left. Scale bar = 1 mm. **d** ORO (upper panels) or PAS staining (lower panels) was performed in the liver sections of both fed and fasted WT and *pex5*^*−/−*^ zebrafish at 6 and 7 dpf. Representative images are shown. Scale bar = 100 μm

Given the importance of mitochondria in regulating cellular metabolism, we examined whether the nutritional status of *pex5*^*−/−*^ livers would differ from that of WT livers upon fasting. We performed Oil Red O (ORO) and periodic acid-Schiff (PAS) staining of WT and *pex5*^*−/−*^ zebrafish to detect neutral lipids and glycogen, respectively. There was no noticeable difference between the two genotypes under feeding conditions (Fig. 4d, *n* = 6). However, fasting considerably reduced the levels of both neutral lipids and glycogen in *pex5*^*−/−*^ livers at 6 and 7 dpf (*n = *6), suggesting that fasting might induce metabolic disturbances in *pex5*^−/−^ zebrafish. As NAC treatment repressed apoptotic cell death and mortality in *pex5*^*−/−*^, we also examined the effect of NAC on liver metabolism. NAC treatment effectively restored the levels of both hepatic lipids and glycogen in fasted *pex5*^*−/−*^ compared to the untreated group at 6 dpf (Supplementary Fig. S4, 67%, *n = *6), indicating that ROS is a detrimental factor for metabolic disturbance in fasted *pex5*^*−/−*^.

### Limiting mitochondrial activity partially rescues the expedited death of fasted *pex5*^−/−^

Our observations of elevated mitochondrial activity, high 4-HNE levels, and depletion of hepatic lipids in fasted *pex5*^−/−^ livers led us to hypothesize that *pex5*^−/−^ could be sensitized to induce metabolic disturbances in the liver under fasting conditions. Therefore, we investigated whether partial inhibition of the mitochondrial pathway could rescue metabolic disturbances in fasted *pex5*^−/−^. Treatment with etomoxir, a well-known chemical inhibitor of carnitine palmitoyltransferase 1a necessary for fatty acid beta-oxidation, was able to rescue morphological defects in 56% (*n = *36) of fasted *pex5*^−/−^, all of which would otherwise develop fasting-induced phenotypes and associated early mortality at 9 dpf (Fig. 2c; Fig. 5a). A similar rescue (55%, *n = *22) was also observed following treatment with oligomycin A, an inhibitor of mitochondrial F_0_F_1_-ATPase, supporting our hypothesis that fasting may abnormally induce mitochondrial activity and that limiting mitochondrial function thus rescues the phenotypes of fasted *pex5*^−/−^. Consistent with mitochondrial abnormalities in the fasted *pex5*^*−/−*^, we found that treatment with etomoxir significantly reduced ROS levels in the *pex5*^*−/−*^ liver (Supplementary Fig. S5, *n = *5). We next tested whether the rescue effect observed with partial inhibition of mitochondrial function was mediated by ameliorating metabolic disturbances in fasted *pex5*^−/−^ livers. We found that both fasted WT and *pex5*^−/−^ treated with etomoxir accumulated hepatic lipids, as detected by ORO staining, compared to their untreated counterparts (Fig. 5b, *n* = 6/genotype), suggesting that hepatic lipid synthesis in fasted *pex5*^−/−^ might be functional, but hepatic lipid consumption was abnormally increased. Owing to the compromised fatty acid oxidation by etomoxir treatment, glycogen levels detected by PAS staining were accordingly decreased in the livers of both fasted WT and *pex5*^−/−^ treated with etomoxir compared to those in untreated counterparts (*n = *6/genotype). We also found that oligomycin treatment similarly accumulated hepatic lipids, but did not induce differences in glycogen content in the fasted *pex5*^*−/−*^ livers compared to those in the fasted WT livers (Supplementary Fig. S4, *n = *6). The differential effect on glycogen content between etomoxir and oligomycin might stem from the fact that etomoxir is specific to fatty acid oxidation. These results strongly suggest that fasted *pex5*^−/−^ larvae might have abnormally elevated mitochondrial activity, which could potentially be deleterious to the maintenance of metabolic balance and animal survival.

**Fig. 5:**
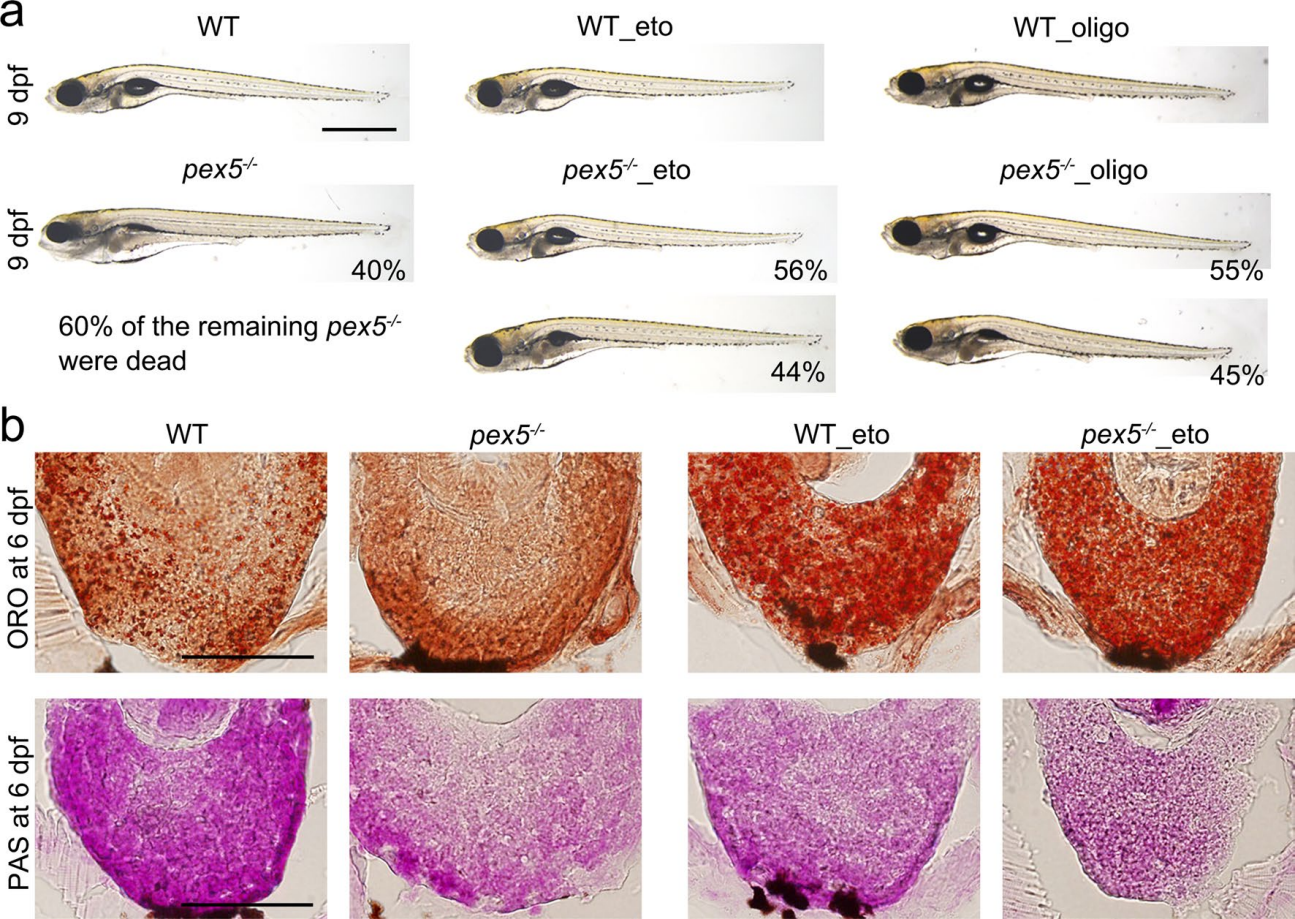
Inhibiting either the mitochondrial β-oxidation or ATP synthase ameliorates the fasting-associated *pex5*^*−/−*^ phenotypes. **a** Either etomoxir (1.5 μM) or oligomycin (5 pM) was treated from 5 to 9 dpf. A representative image from the survived 40% of the fasted, untreated *pex5*^*−/−*^ zebrafish is shown, and the remaining 60% larvae were found dead at 9 dpf as indicated. The average percentage representing the degree of rescue from two independent experiments is presented in each panel. Images were shown in lateral views with anterior to the left. Scale bar = 1 mm. **b** Liver sections from the WT and *pex5*^−/−^ zebrafish at 6 dpf treated with either etomoxir (eto, 1.5 μM) or oligomycin (oligo, 5 pM) from 5 dpf were shown following either ORO (upper panels) or PAS staining (lower panels). The same staining of liver sections from untreated WT and *pex5*^−/−^ zebrafish at 6 dpf was shown for comparison. A representative image for each condition is shown. Scale bar = 100 μm

### *pex5* depletion increases mTORC1 activity under fasting conditions

A previous study using cell lines suggested that peroxisomes may act as signaling nodes to recruit tuberous sclerosis complex 2 (TSC2) in response to ROS, which then suppresses mammalian target of rapamycin complex 1 (mTORC1) activity [24]. In addition, we previously reported that PEX5 knockdown in HepG2 cells failed to suppress mTORC1 signaling in response to fasting [25]. Therefore, we tested whether fasting impairs mTORC1 signaling in *pex5*^−/−^. Western blotting using whole larval lysates for the expression of eukaryotic translation initiation factor 4E binding protein 1 (4E-BP1), a well-known mTORC1 downstream effector, indicated that the activated phosphorylated form of 4E-BP1 was increased in *pex5*^*−/−*^ under fasting conditions compared to that in WT (Fig. 6a). Moreover, the fasted *pex5*^−/−^ livers displayed highly increased phospho-S6, an activated form of S6 ribosomal protein, compared to the fasted WT hepatocytes (Fig. 6b, *n* = 8), supporting our observation of dysregulated mTORC1 signaling in the fasted *pex5*^−/−^.

**Fig. 6:**
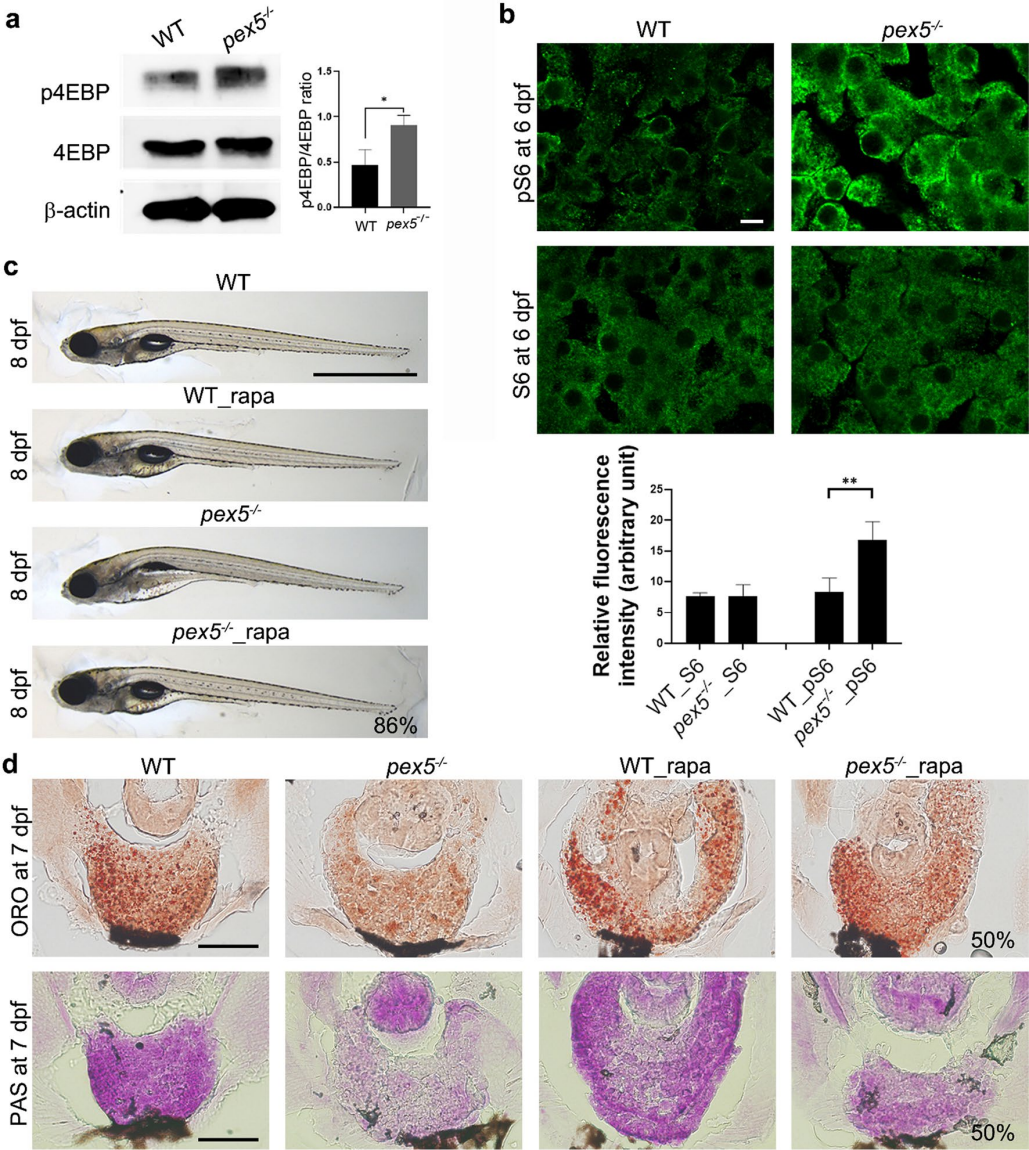
Mechanistic target of rapamycin complex 1 (mTORC1) signaling remains unrepressed in the fasted *pex5*^*−/−*^ liver. **a** Western blotting shows the expression levels of 4EBP and its phosphorylated form from whole lysates of WT and *pex5*^*−/−*^ zebrafish at 6 dpf. The expression of β-actin was used as the loading control. Graph shows quantified expression levels of p4EBP relative to β-actin levels and presented as the average of three repeats with error bars indicating standard deviation. Statistical significance was determined using the Student’s *t* test in Microsoft Excel; * indicates *p* value < 0.05. **b** Immunofluorescence was used to detect the differential levels of S6 and its phosphorylated form in the liver cells of WT and *pex5*^*−/−*^ at 6 dpf. DAPI detects nuclei in each liver section. Scale bar equals to 5 μm. Graph shows relative fluorescence intensity presented as the average with error bars indicating standard deviation. Statistical significance was determined using the Student’s *t* test in Microsoft Excel; ** indicates *p* values < 0.01. **c** Rapamycin (rapa, 250 nM) was used to treat WT and *pex5*^*−/−*^ from 3.5 to 8 dpf and representative images of the resulting larvae were laterally presented with anterior to the left. The average percentage representing a near-complete rescue from two independent experiments is indicated. Scale bar = 1 mm. **d** Liver sections from the larvae treated with rapamycin from 3.5 to 7 dpf were stained either ORO or PAS. Representative images are shown, and the percentage of rescue in the levels of liver lipids and glycogen are indicated in the panels of the fasted *pex5*^*−/−*^ zebrafish treated with rapamycin. Scale bar = 100 μm

To examine the association between dysregulated mTORC1 and larval defects in fasted *pex5*^*−/−*^ zebrafish, we used rapamycin to inhibit downstream effectors of mTORC1 [49]. Notably, rapamycin treatment efficiently rescued the morphological phenotypes observed in the fasted *pex5*^*−/−*^ (Fig. 6c, 86%, *n = *28), a phenomenon similar to the mitochondrial β-oxidation inhibition shown in Fig. 5. Moreover, rapamycin treatment effectively restored the levels of hepatic lipids of the fasted *pex5*^*−/−*^ much higher than the untreated group at 7 dpf (50%, *n = *8). Hepatic glycogen levels in fasted *pex5*^*−/−*^ zebrafish also increased upon rapamycin treatment (Fig. 6d, 50%, *n = *8). These results confirm that sustained mTORC1 activity during fasting might play an important role in the mortality of *pex5*^*−/−*^.

Given that both deregulated mitochondria and unrepressed mTORC1 are major contributors to larval defects upon fasting in *pex5*^*−/−*^ zebrafish, we determined the relationship between these two pathways. The role of mTORC1 in regulating mitochondrial biogenesis and function is well established [50, 51]. Indeed, rapamycin treatment restored mitochondrial abnormalities in fasted *pex5*^*−/−*^ livers, as evidenced by the reduced levels of both mitochondrial abundance and 4-HNE (Supplementary Fig. S5 and S6, *n = *5). We next examined the possibility that modulating mitochondrial function could, in turn, affect mTORC1 activity. Indeed, a highly enriched signal from anti-phospho-S6 immunofluorescence in fasted *pex5*^*−/−*^ livers at 6 dpf, indicative of dysregulated mTORC1 activity, was considerably decreased after etomoxir treatment (Supplementary Fig. S7, *n = *5). Accordingly, we tested the combinatorial role of mTORC1 and mitochondrial activities in contributing to phenotype severity and mortality in fasted *pex5*^*−/−*^ zebrafish by assessing morphological rescue when both were simultaneously inhibited. Full doses of rapamycin (250 nM) and etomoxir (1.5 μM) in combination resulted in developmental abnormalities in both WT and *pex5*^*−/−*^ zebrafish, presumably because of insufficient signaling required for normal larval development (*n = *15, not shown). However, a combination of a quarter dose of rapamycin and etomoxir rescued 53% of the fasted *pex5*^*−/−*^ (*n = *34). A quarter dose of each drug did not improve the phenotype observed in fasted *pex5*^*−/−*^ (*n = *12). These results indicate the presence of a positive relationship between mitochondrial function and mTORC1 activity in promoting larval defects in *pex5*^*−/−*^.

### Autophagy flux is impaired and damaged mitochondria are accumulated in *pex5*^−/−^ under fasting conditions

Activated mTORC1 is reportedly associated with the suppression of autophagy [52–56], although autophagy can be regulated independently of mTORC1 under some conditions [57–60]. In addition, developing embryos require a certain level of mTORC1 to ensure the proper anabolic signals necessary for animal development. We analyzed the autophagy marker light chain 3 (Lc3)-II, a lipidated form of Lc3, and found it to be increased in *pex5*^*−/−*^ compared to that in WT under fasting conditions (Fig. 7a). We tested whether the increased Lc3-II levels were due to enhanced autophagy or autophagy blockade by treatment with chloroquine (CQ), an autophagy blocker. CQ treatment induced Lc3-II levels in WT, indicating that CQ effectively blocked autophagic flux. However, the Lc3-II levels between untreated and CQ-treated *pex5*^*−/−*^ showed minimal changes, suggesting autophagy blockade in fasted *pex5*^*−/−*^. To verify this, we examined p62 levels, which are known to be regulated in accordance with autophagy activity [61]. We found strikingly high levels of both *p62* mRNA and p62 protein in the liver cells of fasted *pex5*^*−/−*^ (Fig. 7b, c), consistent with autophagy blockade in fasted *pex5*^*−/−*^. We next examined the quality control of mitochondria because autophagy blockade may also influence mitochondrial health, related to our finding of increased mitochondrial activity and abundance with altered morphology in the liver cells of *pex5*^*−/−*^ (Figs. 3 and 5). The ubiquitination of mitochondrial proteins may act as a signal for the selective autophagic degradation of damaged mitochondria, known as mitophagy [61]. We found that ubiquitinated proteins significantly accumulated in the mitochondria of the liver cells of fasted *pex5*^*−/−*^ compared to WT (Fig. 7c, n = 6), indicating accumulated mitochondrial damage.

**Fig. 7:**
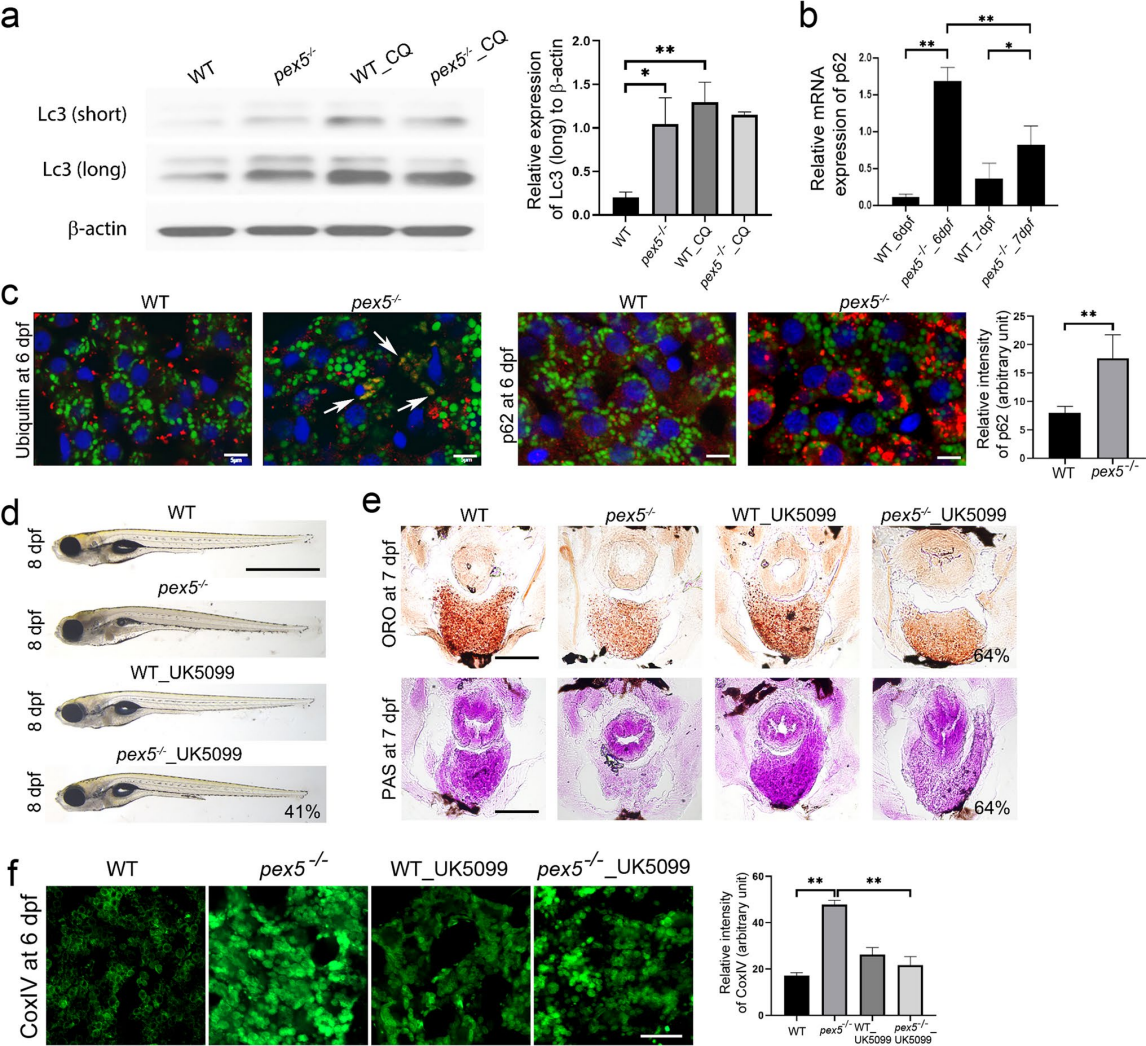
Dysfunctional mitochondria are accumulated in the fasted *pex5*^*−/−*^ liver. **a** Western blotting shows the level of the light chain 3 (Lc3)-II from whole lysates of WT and *pex5*^*−/−*^ at 6 dpf with or without chloroquine (CQ, 250 μM). Short and long stand for shorter and longer exposure for film development, respectively. The expression of β-actin was used as the loading control. Graph shows quantified expression levels of Lc3-II (long) relative to β -actin levels and presented as the average of three repeats with error bars indicating standard deviation. Statistical significance was determined using the Student’s *t* test in Microsoft Excel; * and ** indicate *p* values < 0.05 and < 0.01, respectively. **b** Relative expression levels of *p62* were determined in reference to those of β-*actin* by performing quantitative reverse transcription-polymerase chain reaction (qRT-PCR) using total RNA isolated from the liver cells of fasted WT and *pex5*^*−/−*^ zebrafish at the indicated stages. Data are presented as the average of three repeats for the relative ratio of p62/*b-actin* expression. Error bars indicate the standard deviation. Statistical significance was determined using the Student’s *t* test in Microsoft Excel; * and ** indicate *p* values < 0.05 and < 0.01, respectively. **c** Immunofluorescence was performed in liver sections from WT and *pex5*^*−/−*^ to detect damaged mitochondria using an anti-Ubiquitin antibody or an autophagy cargo protein using anti-p62 antibody in red as indicated. Mitochondria were visualized through the EGFP signal expressed in the transgenic *Tg*(*Xla.Eef1*α*1:MLS-EGFP*) zebrafish. DAPI stains nuclei in blue in each liver section. Representative images were shown from two independent experiments. Scale bar = 5 μm. Graphs show quantified signal intensity of p62 and presented as the average with error bars indicating standard deviation. Statistical significance was determined using the Student’s *t* test in Microsoft Excel; ** indicates p value < 0.01. **d** UK5099 (25 μM) was treated in WT and *pex5*^*−/−*^ from 3.5 to 8 dpf, and representative images of the resulting larvae at 8 dpf were laterally presented with anterior to the left. The average percentage representing a near-complete rescue from two independent experiments is indicated. Scale bar equals 1 μm. **e** Liver sections from the larvae treated with UK5099 from 3.5 to 7 pf were stained either ORO or PAS. Representative images are shown and the percentage of rescue in the levels of liver lipids and glycogen is indicated in the panels of the fasted *pex5*^−/−^ treated with UK5099. Scale bar = 100 μm. **f** UK5099 (25 μM) was treated in WT and *pex5*^*−/−*^ from 3.5 to 6 dpf, and immunofluorescence was performed in liver sections using anti-CoxIV antibody. Representative images are shown. Scale bar = 5 μm. Graphs show quantified signal intensity of CoxIV at the indicated conditions and presented as the average with error bars indicating standard deviation. Statistical significance was determined using the Student’s *t* test in Microsoft Excel; ** indicates p value < 0.01

We reasoned that increasing autophagy might relieve the limited autophagy and rescue the phenotypes in fasted *pex5*^*−/−*^. UK5099, an inhibitor of the mitochondrial pyruvate carrier, has been reported to decrease intracellular acetyl coenzyme A levels and thus induce autophagy in an mTOR-independent manner [62]. We found that treatment with UK5099 rescued 41% of the fasted *pex5*^*−/−*^ almost completely (*n = *32) and the remaining 59%, at least partially, based on morphological phenotypes at 8 dpf (Fig. 7d). Moreover, treatment with UK5099 restored hepatic lipid and glycogen contents, at least partially, in 64% of fasted *pex5*^*−/−*^ larvae at 7 dpf (Fig. 7e, n = 11). Notably, consistent with mitophagy blockade in fasted *pex5*^*−/−*^ livers, UK5099 treatment significantly reduced the expression of Complex IV proteins in fasted *pex5*^*−/−*^ livers (Fig. 7f, n = 6). These results suggest that reduced autophagy flux might contribute to the deterioration of fasted *pex5*^*−/−*^.

## Discussion

Zebrafish is a well-established vertebrate animal model that offers a combination of genetic and experimental advantages in addition to other animal model systems [42, 63], but its use has been limited in peroxisomal research. Nonetheless, a pioneering study revealed that zebrafish peroxisomes were the most abundant in the liver and renal tubular epithelium, with a distribution similar to that observed in mammals [26]. In addition, we and other researchers have recently shown that functional peroxisomes are essential for normal zebrafish embryogenesis [27, 28, 64]. In this study, we generated *pex5*^*−/−*^ and verified its utility as a zebrafish model of ZSD by providing evidence of phenocopy in a mouse model of peroxisome dysfunction and in human patients. An intriguing feature of *pex5*^−/−^ is an increased sensitivity to fasting, which leads to metabolic failure and expedited death.

It is generally accepted that in response to peroxisome deficiency, mitochondria may eventually become dysfunctional. For example, *PEX5*^−/−^ hepatocytes display functional and morphological anomalies in mitochondria, which are often accompanied by increased oxidative stress [65]. Therefore, accumulation of dysfunctional mitochondria, together with failure in metabolic regulation, might cause phenotypic presentation in peroxisome-deficient diseases. In this study, we showed that mitochondria in zebrafish liver cells adopted their shape depending on both the *pex5* genotype and the nutritional state. For example, under feeding conditions, the mitochondria in WT liver cells were largely elongated, whereas those in *pex5*^*−/−*^ were fragmented (Fig. 3a and Supplementary Fig. S2). Fasting facilitated fission to induce mitochondria with an elliptical shape in WT, but further induced them to constitute a round-shaped population in *pex5*^−/−^. TEM images were consistent with disorganized mitochondria in the liver cells of fasted *pex5*^*−/−*^ (Fig. 3b). In particular, under fasting conditions, liver cells of fasted *pex5*^−/−^ contained severely damaged mitochondria with distorted cristae and a disorganized membrane structure at 6.5 dpf. Further efforts are necessary to determine the causal relationship between mitochondrial morphology and activity under different nutritional conditions.

Our finding of severely decreased lipid and glycogen levels in the liver cells of fasted *pex5*^−/−^ zebrafish (Fig. 4) prompted us to examine the role of the mitochondria upon fasting. Previous studies have reported that the absence of functional peroxisomes perturbs carbohydrate metabolism and reduces sensitivity to low sugar environments [15, 19, 66]. Similarly, we also found near-complete depletion of liver glycogen in fasted *pex5*^−/−^ zebrafish. We attempted to rescue the expedited mortality of fasted *pex5*^−/−^ by supplementing with glucose, but did not succeed (data not shown). Notably, we found that blocking mitochondrial β-oxidation was efficient for the survival of fasted *pex5*^−/−^ zebrafish. A similar rescue in mortality was observed with an inhibitor of ATP synthase, suggesting that mitochondrial activity increased as an initial response to peroxisomal dysfunction. Indeed, several studies have demonstrated that, in response to peroxisomal dysfunction, mitochondrial activities were increased as a compensatory mechanism; mitochondrial matrix enzymes were more active in *Pex5*^−/−^ hepatocytes than in WT [17, 36], and mitochondria-dependent β-oxidation was increased despite the evident hepatosteatosis [18, 67]. In addition, *Pex5*^−/−^ hepatocytes produced slightly more ATP than control hepatocytes [11]. Due to technical restrictions in using zebrafish larval livers, we were unable to measure the mitochondrial oxygen consumption rate and lipid oxidation. However, we found an increase in the number of mitochondria, the amount of mitochondrial DNA, the expression levels of mitochondrial proteins (Fig. 3), and the expression of OXPHOS and mitochondrial genes, as well as genes involved in mitochondrial biogenesis in the fasted *pex5*^−/−^ (Supplementary Fig. S3), all of which suggested increased mitochondrial activity. Although the exact underlying mechanism needs to be further elucidated, collective transcriptional activation of the mitochondrial genes (Supplementary Fig. S3) might contribute to the elevated mitochondrial activity in *pex5*^−/−^ under fasting conditions. In support of increased mitochondrial activity, we found depleted lipid content and increased levels of cellular ROS in hepatocytes of fasted *pex5*^−/−^. We confirmed that ROS might also contribute to the observed mortality, as NAC treatment inhibited apoptosis in fasted *pex5*^−/−^ livers, restored hepatic lipids and glycogen levels, and suppressed early lethality in *pex5*^*−/−*^ (Fig. 4). While hepatic lipids seem to be critical for the survival of fasted *pex5*^−/−^, the level of carbohydrates may also be important. The relative importance of carbohydrate and lipid levels during zebrafish development is not well understood.

As a critical factor that influences the phenotypic severity of fasted *pex5*^−/−^, we identified mTORC1 as not being repressed under fasting conditions. mTORC1 facilitates anabolic reactions under nutrient-rich conditions but is repressed under energy-deprived conditions [52–56]. The role of peroxisomes in regulating mTORC1 signaling has been reported in a cell line in which peroxisomes recruit TSC2 to repress mTORC1 in response to ROS [24]. We also reported that the mTORC1 regulatory pathway is dependent on PEX5 upon serum starvation in HepG2 cells [25]. In this study, we confirmed increased mTORC1 activity under fasting conditions in the liver cells of *pex5*^−/−^ (Fig. 6). Persistent activation of mTORC1 increases the expression of genes involved in glycolysis [66] which likely explains the depleted hepatic glycogen levels in fasted *pex5*^−/−^. In addition**,** persistent mTORC1 activity likely regulates mitochondrial activity [50, 51, 68], thereby further enhancing mitochondrial activity in liver cells of fasted *pex5*^−/−^. Notably, we showed that mTORC1 was also affected by mitochondrial function. Etomoxir treatment remarkably decreased phospho-S6 levels in the liver cells of fasted *pex5*^−/−^ zebrafish (Supplemental Fig. S7), suggesting the presence of an axis that influences mTORC1 activity via the mitochondria. Furthermore, autophagy also influences the severity of the phenotype observed in fasted *pex5*^−/−^. Fasting may burden mitochondria-dependent energy production, leading to the accumulation of damaged mitochondria, which are not efficiently cleared due to limited autophagy flux (Fig. 7). Accordingly, an autophagy inducer was able to partially rescue the phenotypes of fasted *pex5*^*−/−*^, indicating that blockade of autophagy might be detrimental to the survival of fasted *pex5*^−/−^.

Based on the present study and previous findings, we propose a working model in which the phenotypes displayed in *pex5* deficiency become exacerbated upon fasting (Fig. 8). Peroxisome deficiency induces mitochondrial abnormalities and the associated metabolic failure. When fasting is imposed as a metabolic stress additive to the absence of functional peroxisomes, the entire pathogenesis seems to be greatly facilitated, resulting in rapid depletion of hepatic lipids and glycogens and, consequently, expedited organismal death. A critical player upon fasting would be unrepressed mTORC1 activity, by which mitochondrial function induced initially in response to peroxisome dysfunction could be further increased. Increased mitochondrial function may, in turn, prevent mTORC1 repression. This positive regulatory loop builds damaged mitochondria, which may not be efficiently cleared due to impaired autophagy flux in fasted *pex5*^*−/−*^ livers. Further studies to elucidate the factors that block autophagy flux upon fasting in the absence of functional peroxisomes will warrant a refinement in interpreting a series of molecular events in *pex5* deficiency under environmental stress.

**Fig. 8:**
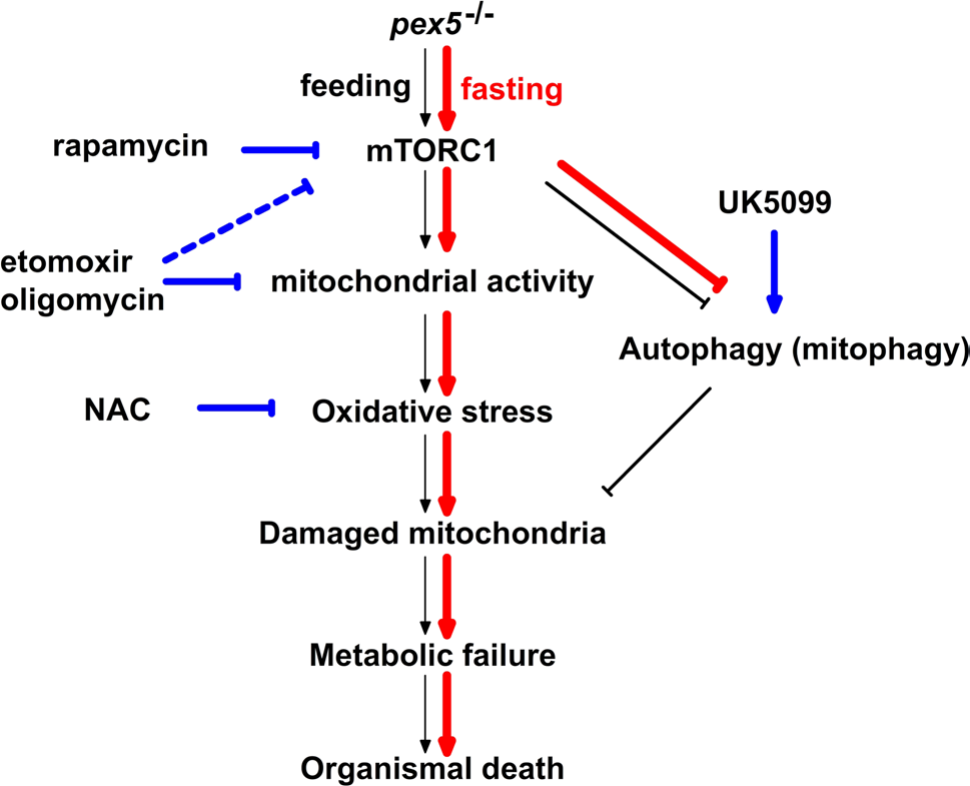
A model to illustrate the fasting-induced early mortality in *pex5*^*−/−*^ in this study. Events occurring primarily in the *pex5*^*−/−*^ liver under normal fed conditions are shown in black arrows. Briefly, due to dysfunctional peroxisomes, metabolic burden in *pex5*^*−/−*^ induces compensatory activation of mitochondria which may then lead to mitochondrial damage and subsequent metabolic failure and organismal death. The entire process may run slow and take almost one month presumably due to the availability of nutrients under fed conditions. However, the process becomes highly facilitated under fasting conditions. mTORC1 becomes repressed in the fasted WT liver but not in the *pex5*^*−/−*^ liver. In the fasted *pex5*^*−/−*^ liver, mitochondrial activities are upregulated by unrepressed mTORC1 whose activity may also regulated by mitochondrial activity. Further, abnormally high mitochondrial activities may rapidly induce mitochondrial dysfunction and lead to accumulation of damaged mitochondria, which may not be replenished due to the limited autophagic flux. The undesirable condition upon fasting then leads to metabolic failure and results in early mortality of *pex5*^*−/−*^. The events strengthened upon fasting are shown by red arrows. The points of action of drugs that either activate or inhibit the process are shown in blue

Taken together, we showed that zebrafish can be a useful animal model system to provide mechanistic insights into peroxisome-dependent mitochondrial health. In addition, zebrafish may provide an in vivo experimental approach to reveal the metabolic response to environmental stresses, such as fasting. Based on the intervention experiments, we suggest that targeting mitochondrial function or mTORC1 individually or in combination may have a beneficial effect on the prevention of phenotypic exacerbation caused by peroxisome dysfunction during metabolic crisis. In parallel, we suggest that a drug that can reduce ROS or induce mitophagy may provide a preventive or therapeutic option for the treatment of peroxisomal dysfunction exhibiting metabolic imbalance.

### Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

## Data Availability

All data generated or analyzed during this study are included in this published article and its supplementary information files.

# Supplementary material for: Loss of pex5 sensitizes zebrafish to fasting due to deregulated mitochondria, mTOR, and autophagy
**Source:** Cell Mol Life Sci. 2023 Feb 23;80(3):69. doi: 10.1007/s00018-023-04700-3
**Supplement:** Supplementary file 1 — Supplementary file1

**Supplementary Materials**

**Loss of *pex5* sensitizes zebrafish to fasting due to deregulated mitochondria, mTOR, and autophagy**

Sushil Bhandari^1,†^, Yong-Il Kim^1,†^, In-Koo Nam^2,3,†^, KwangHeum Hong^1,2^, Yunju Jo^2,4^, Kyeong-Won Yoo^5^, Weifang Liao^1,2^, Jae-Young Lim^1^, Seong-Jin Kim^2,6^, Jae-Young Um^7^, Peter K. Kim^8^, Ho Sub Lee^9^, Dongryeol Ryu^2,4^, Seok-Hyung Kim^2^, SeongAe Kwak^9,#^, Raekil Park^10,#^ and Seong-Kyu Choe^1,2,5,6,11,#^

^†^ These authors contributed equally as first authors.

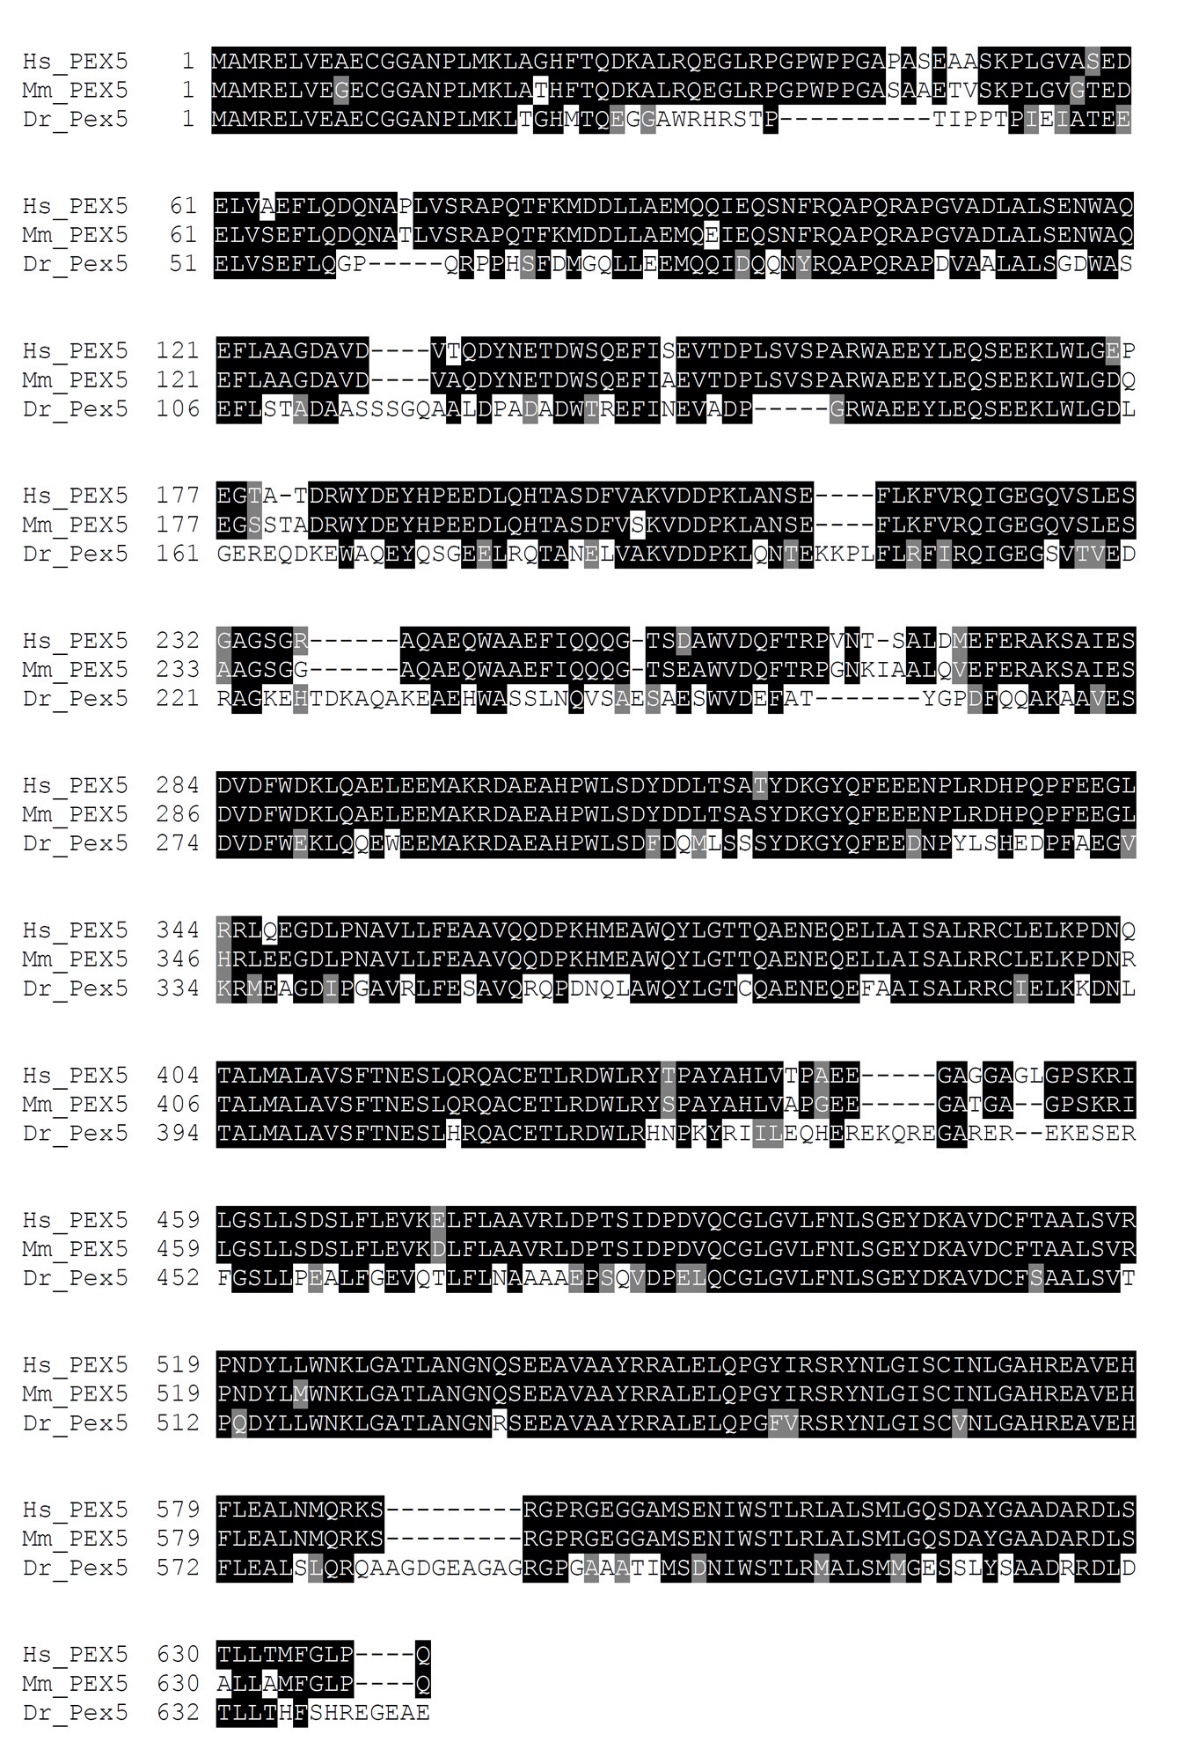

**Supplementary Fig. S1** Sequence alignment of the peroxin 5 (PEX5) proteins in humans, mice, and zebrafish. Identical amino acids are shaded in black boxes and similar sequences are shown in grey boxes. There is 96.3% sequence similarity between humans and mice and 71.3% between humans and zebrafish.

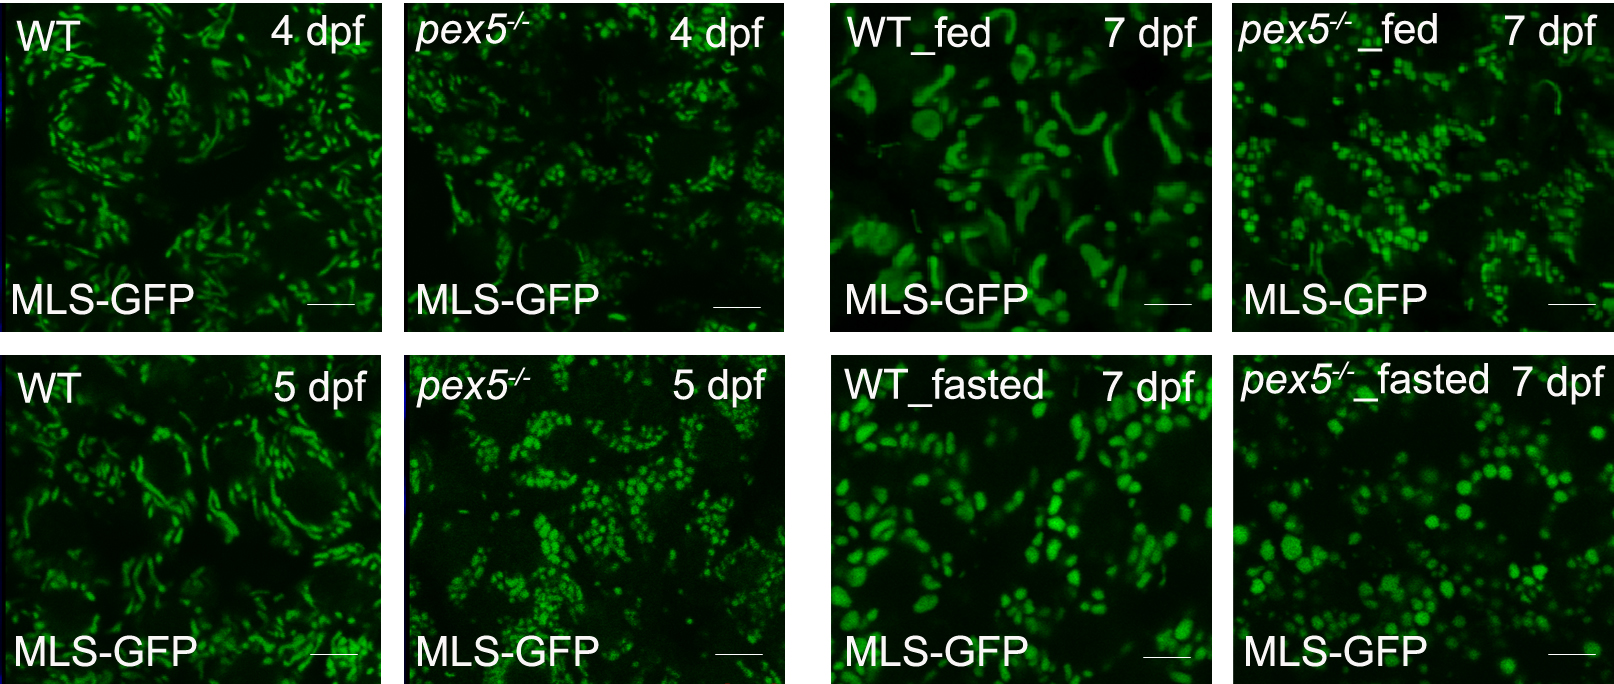

**Supplementary Fig. S2** Mitochondria adopt different morphologies in the liver cells of *pex5^-/-^* zebrafish compared to wild-type (WT). Confocal microscopy of MLS-enhanced green fluorescent protein (EGFP) from the *EF1α:MLS-EGFP* transgenic zebrafish was used to analyze the mitochondrial morphology in the liver sections of WT and *pex5^-/-^* zebrafish at the indicated developmental stages. Fed or fasted liver sections from WT and *pex5^-/-^* zebrafish at 7 dpf are indicated. Scale bar = 5 μm.

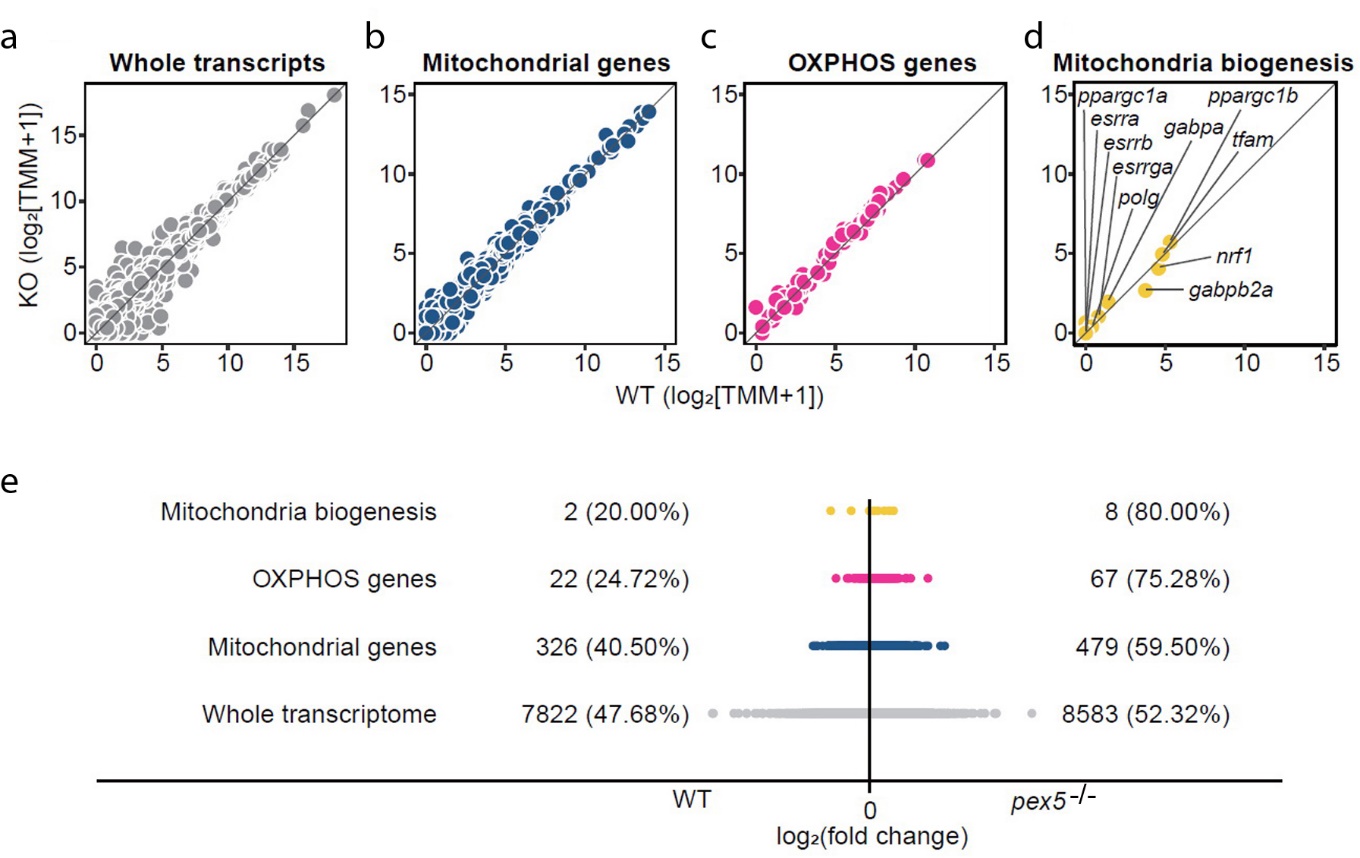

**Supplementary Fig. S3** Transcriptomic of WT and *pex5*^-/-^ zebrafish. (A-D) Scatter plots showing the gene expression profiles (log2[TMM+1]) of whole transcriptome (A), mitochondrial genes (B), OXPHOS genes (C) and mitochondrial biogenesis (D) in WT and *pex5^-/-^*. E. Scatter plots presenting differential gene-expression (log_2_[fold change]) of individual genes included in each indicated gene set (mitochondrial biogenesis [top], OXPHOS [second], mitochondrial genes [third], and whole transcriptome [bottom]) in WT and *pex5^-/-^* indicate that 75.28% of OXPHOS genes and 59.5% of mitochondrial genes were elevated in *pex5*^-/-^.

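Each point of these plots is a gene, placed by its expression in WT on an axis and in *pex5*-/- on the other, so that genes of equal expression fall on the diagonal. Adding 1 before the logarithm keeps genes without reads at 0. Such genes carry no information on direction, and genes with few reads spread widely on either side of the diagonal through counting error.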

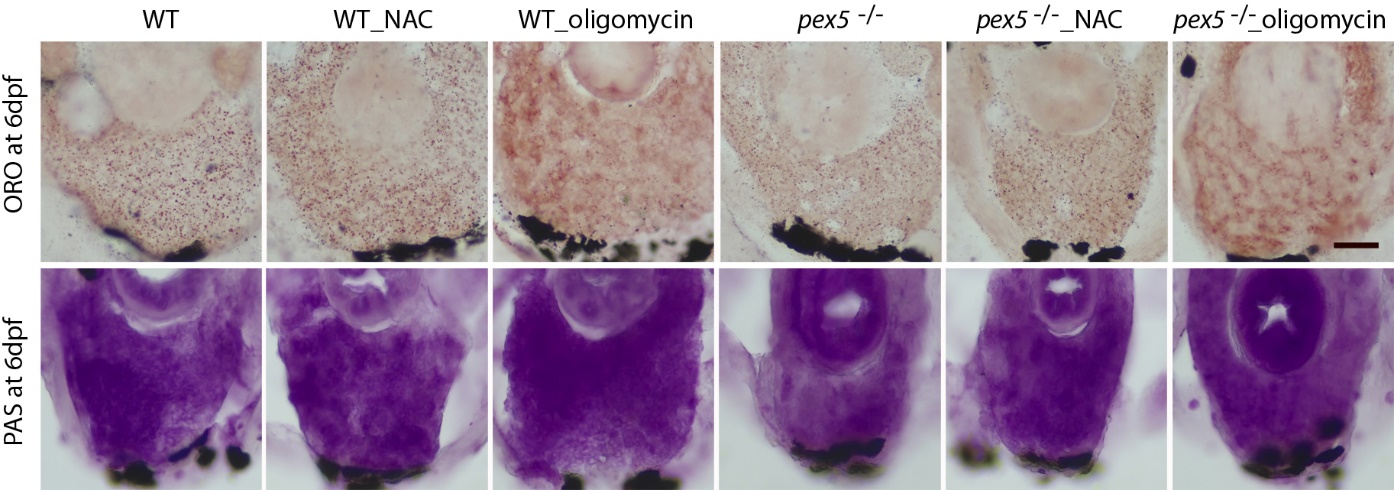

**Supplementary Fig. S4** Changes in metabolic features of fasted WT or *pex5*^-/-^ liver at 6 dpf. Liver sections from WT and *pex5*^-/-^ zebrafish at 6 dpf treated with either NAC or oligomycin (oligo, 5 pM) were shown following either ORO (upper panels) or PAS staining (lower panels). A representative image for each condition is shown. Scale bar = 50 μm

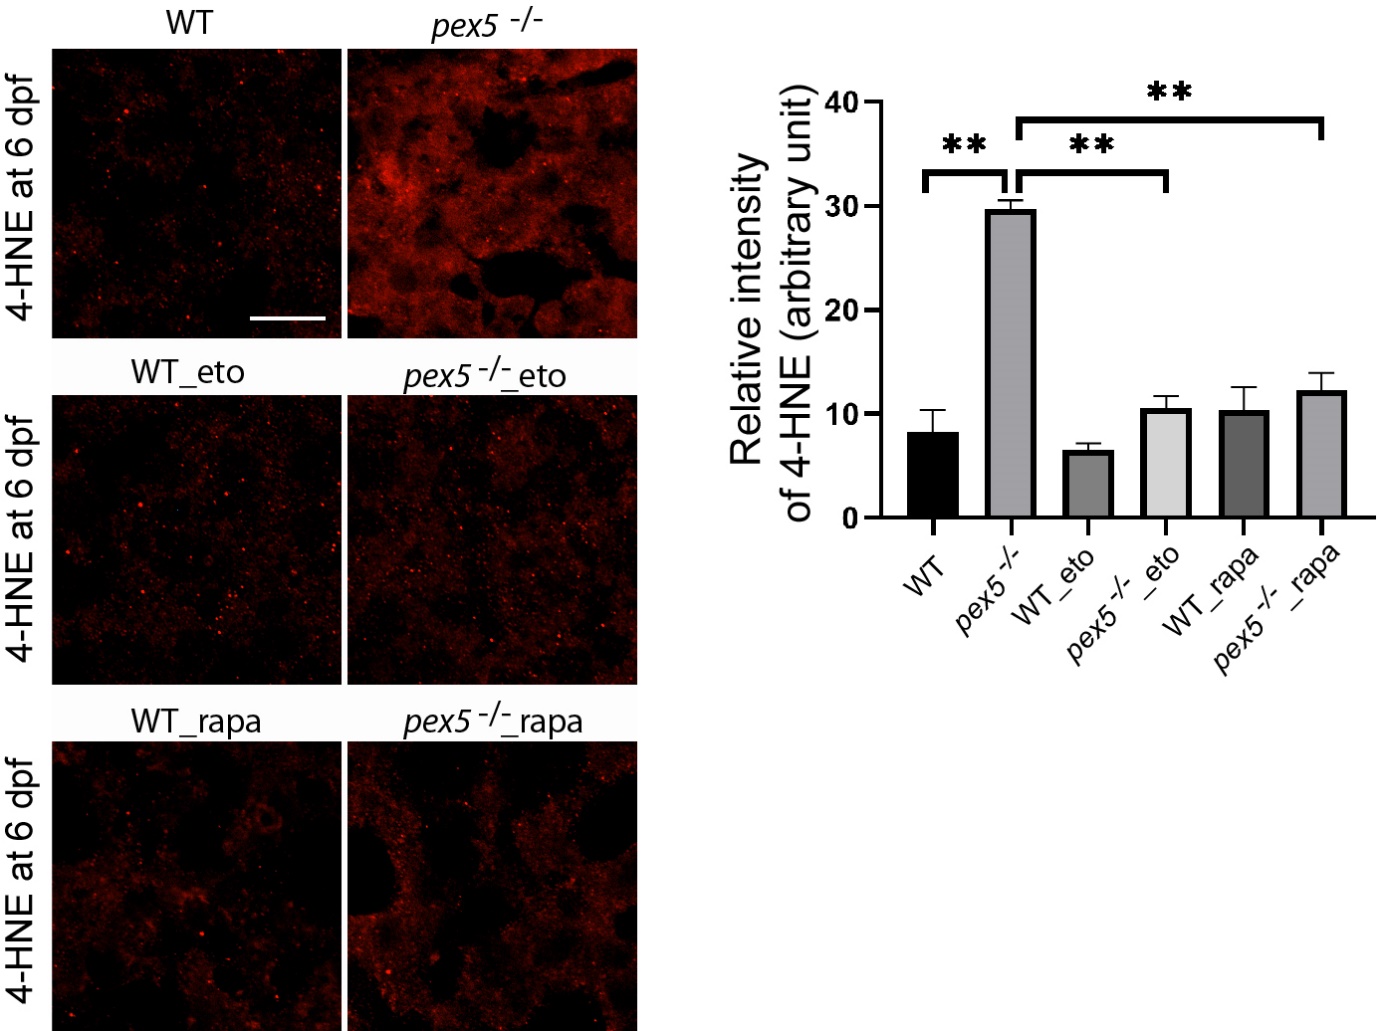

**Supplementary Fig. S5** Changes in ROS levels in the livers of WT or *pex5*^-/-^ treated with an inhibitor of either mitochondrial β-oxidation or mTOR. 4-hydroxynonenal (4-HNE) was performed in the liver sections of WT and *pex5^-/-^* zebrafish at 6 dpf either untreated or treated with etomoxir (eto) rapamycin (rapa). Scale bar = 10 μm. Graph shows quantified signal intensity and presented as the average with error bars indicating standard deviation. Statistical significance was determined using the Student t-test in Microsoft Excel; ** indicates p-values < 0.01.

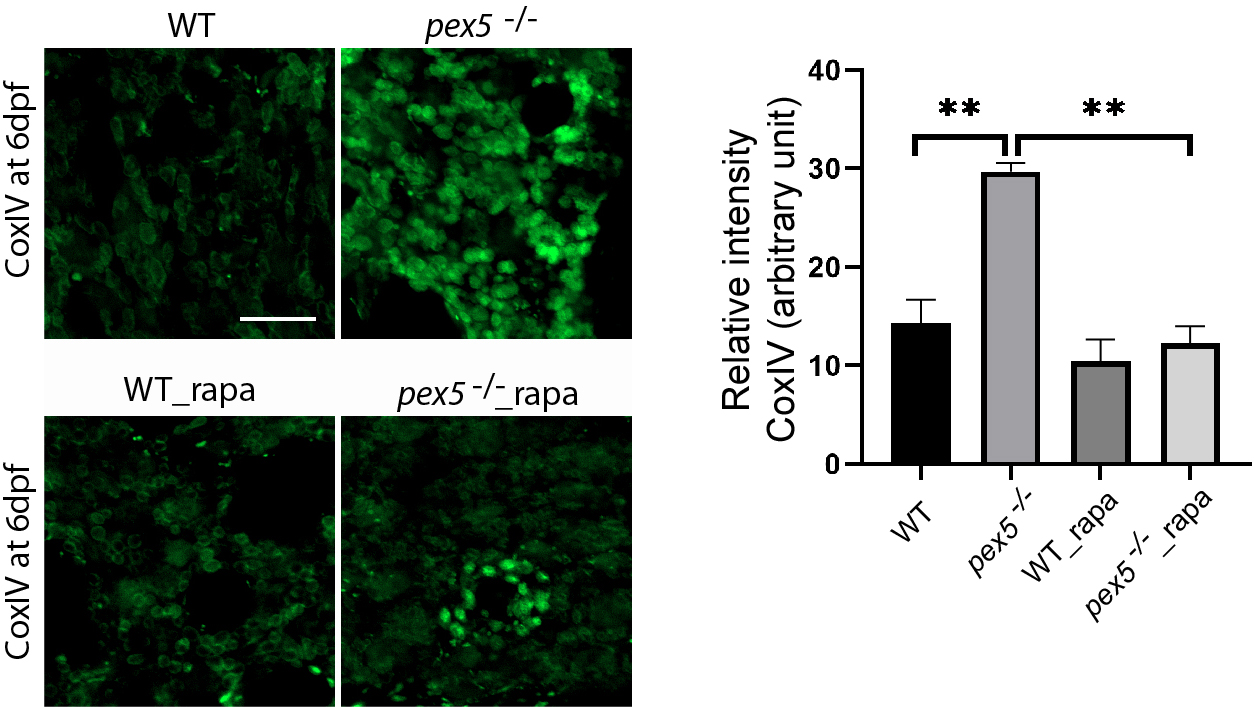

**Supplementary Fig. S6** CoxIV expression in the *pex5^-/-^* liver at 6 dpf is normalized after rapamycin treatment. Endogenous expression of a component of CoxIV is shown following immunofluorescence for comparison between the WT and *pex5*^-/-^ zebrafish liver with or without rapamycin (rapa) treatment. Scale bar = 10 μm. Graphs show quantified signal intensity of CoxIV at the indicated conditions and presented as the average with error bars indicating standard deviation. Statistical significance was determined using the Student t-test in Microsoft Excel; ** indicates p-values < 0.01.

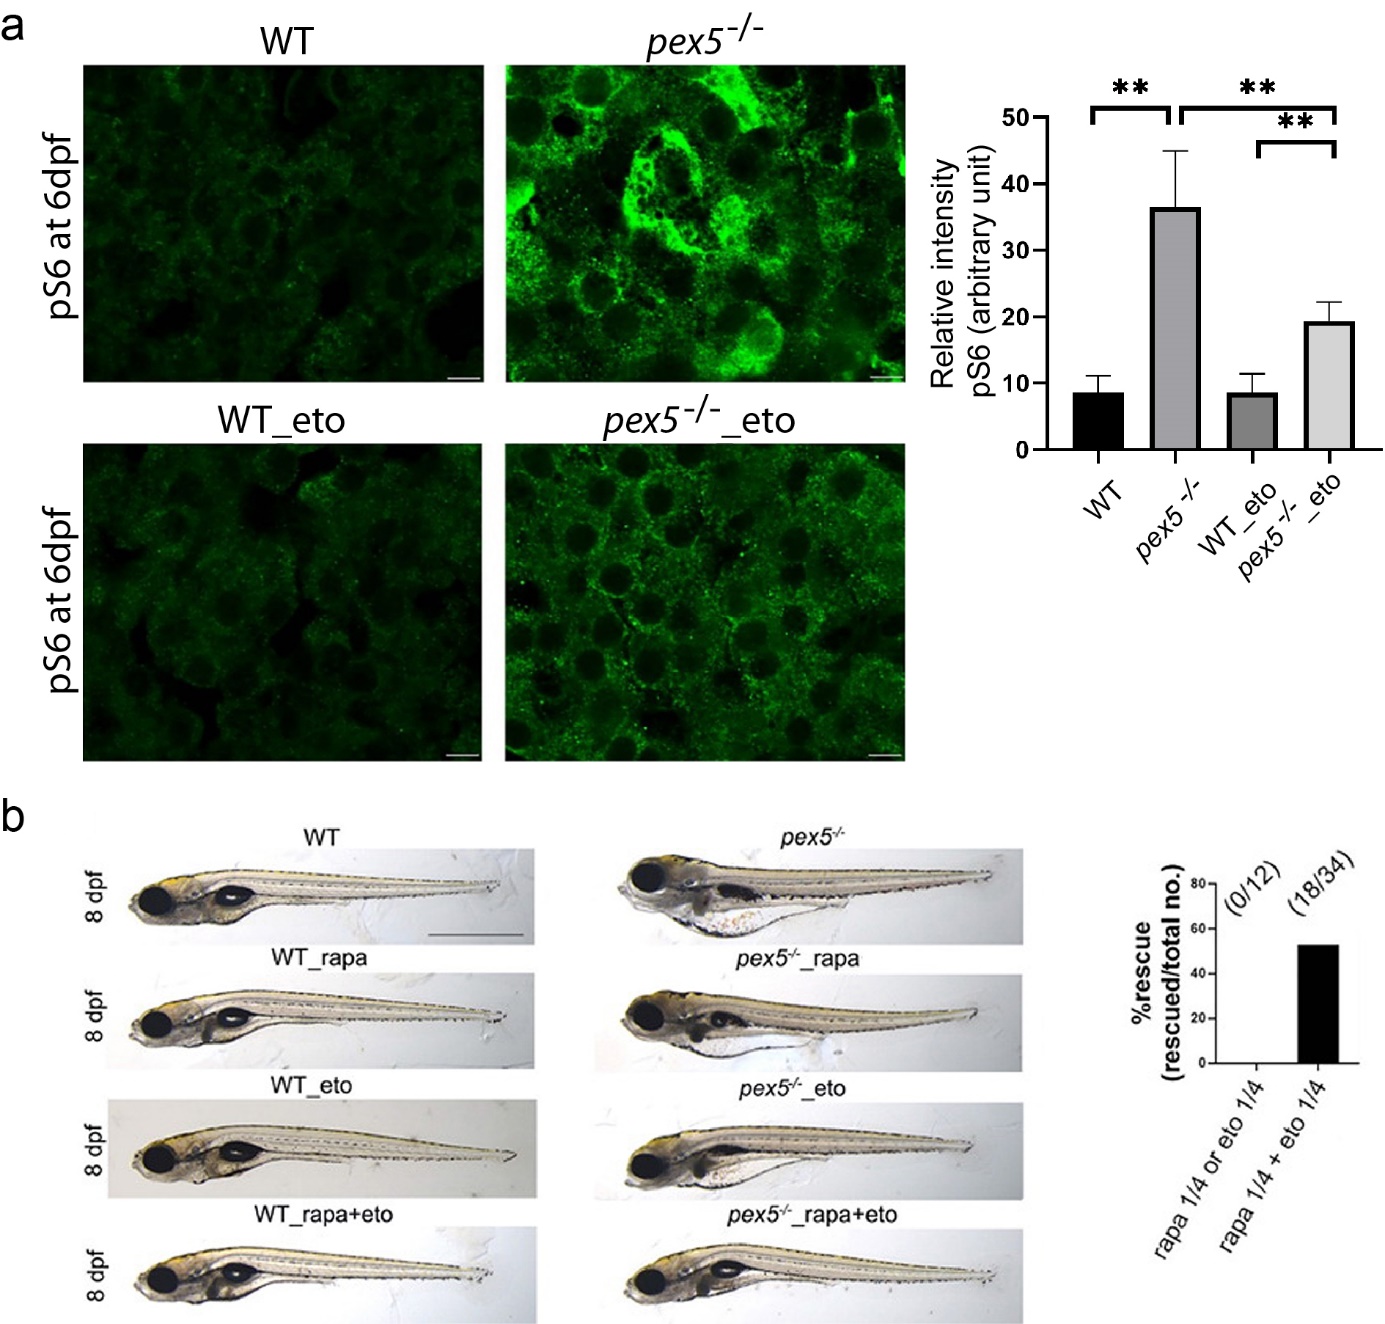

**Supplementary Fig. S7** A positive relationship between mitochondrial function and mTORC1 activity. (a) Etomoxir treatment decreases the level of phosphor-S6, a target of mechanistic target of rapamycin complex 1 (mTORC1), in *pex5*^-/-^ zebrafish. Immunofluorescence was used to detect the phosphorylated form of S6 in the liver sections of WT and *pex5*^-/-^ zebrafish treated with etomoxir (1.5 μM) from 3.5 dpf to 6 dpf. Scale bar = 5 μm. (b) Simultaneous partial repression of mTORC1 and mitochondrial activities rescued the phenotypic severity of the fasted *pex5*^-/-^ zebrafish at 8 dpf. Effect of a combination of rapamycin (rapa 1/4, 62.5 nM) and etomoxir (eto 1/4, 375 nM) or individual drug treated from 3.5 to 8 dpf was tested for their capacity to rescue the fasted *pex5^-/-^* phenotype. A representative larva from each condition was shown laterally, anterior to the left. Scale bar = 1 mm. The graph shows the percentage of near-complete rescue of *pex5*^-/-^ larvae from two independent experiments under the indicated conditions.

**Supplementary Methods**

*Generation of pex5^-/-^ zebrafish.* For designing a guide RNA target vector, two complementary 20 bp oligonucleotides was designed corresponding to *pex5* target sequence and annealed as previously described (1). The correct gRNA vector (Oligo annealed gRNA vector) was selected by digesting the vector with Esp3I. For making nCas9n RNA, pCS2- Cas9 vector was linearized by digesting with Not1 restriction enzyme and purified using a QIAprep column (QIAGEN, Venlo, Netherland). Then nCas9n RNA was synthesized using mMESSAGE mMACHINE SP6 kit (Invitrogen, Waltham, MA, USA) and purified using RNeasy Mini kit (QIAGEN, Venlo, Netherland). For making gRNA, template DNA (*pex5* target oligo annealed gRNA vector) was linearized by digestion with BamHI restriction enzyme and purified using a QIAprep column (QIAGEN, Venlo, Netherland). Then gRNA was synthesized by in vitro transcription using MEGAshortscript T7 kit (Invitrogen, Waltham, MA, USA) and purified using miRNA isolation kit (Invitrogen, Waltham, MA, USA). The mixture of gRNA 20 ng and nCas9n RNA 200 ng was directly injected into one cell stage of embryos derived from wild type cross and grown till adult. The resulting fish were crossed with wild type embryos and genomic sequencing was performed to confirm *pex5* founder (F0) zebrafish. Founder fish was crossed with wild type zebrafish to generate first generation *pex5* heterozygotes which was again confirmed by genomic sequencing.

*Genotyping.* Adult fish or embryos anesthetized using 1X tricaine were subjected to fin clip or tail section, respectively. While being genotyped, fin clipped adult fish were placed in a labeled tank with a fresh water and embryos were placed in a tube with appropriate medium for experimental purpose. Fin clip or tail section was transferred into a tube containing 50 µl DNA digestion buffer (10 mM Tris + 50 mM EDTA + 200 mM NaCl + 0.5% SDS + 0.5 mg/ml Proteinase K + water) and incubated at 55°C overnight. 1 µl of the sample was then diluted with 49 µl nucleotide free water and 1 µl was used for genomic PCR using forward primer 5' GGGAGCCAATCCCCTCATGAAACTG 3' and reverse primer 5' CAGCACATCGTTTGGTCTCAGCCC 3' that were designed to amplify the region that covers deleted base pair of *pex5* gene. Accu Power Taq PCR Pre Mix (Bioneer, Daejean, South Korea) was used for PCR reaction and the reaction was performed according to manufacturer instructions.

*Cryosection of zebrafish embryos*. Embryos fixed with 4% PFA overnight at 4°C were washed with PBST. Embryos were then embedded in the embedding solution (1.5% agarose+ 5% sucrose) at 65°C in inverted position for transverse section or as per required and the agarose was allowed to solidify at room temperature. The agarose embedded embryos were soaked in 30% sucrose solution overnight at 4°C. Then the sample was frozen by placing it on top of methyl butane dipped in liquid nitrogen by using plastic mold and stored in -80°C until needed. The samples were then embedded in OCT compound and sectioned using Thermo Fisher Scientific cryostat (HM525 NX, Waltham, MA, USA) at desired thickness. The sectioned samples were attached to super frost microscopic slides and dried for 1-3 hour and processed as per specific experiments.

*Immunofluorescence.* Section slides after drying for 1-3 hours were washed with 1X PBS three times for 5 minutes. Tissues samples were then incubated in a blocking solution (sheep serum 0.5 ml + 100 mg/ml BSA 0.5ml + 1X PBS to make total of 20ml) for 1 hour at room temperature. Samples were then treated with primary antibody diluted in a blocking solution at 4°C overnight and 1X PBS washing was done for 5 minutes three times followed by secondary antibody (diluted in blocking solution) treatment at room temperature for 2 hours**.** Section slides were then washed with 1X PBS three times for 5 minutes. Tissue samples were then incubated with DAPI (1:1000 in 1X PBS, Roche, Basel, Switzerland) for 10 minutes in the dark followed by PBS washing three times for 5 minutes. Samples were then mounted with cover slip and mounting solution, and images were taken using a confocal microscope (Olympus IX81, Fluoview FV1000). For quantification, sectioned images were chosen and signal intensity of each image was measured using ImageJ (NIH, US). Graphs were generated using Prism 8.0 (GraphPad software, USA) to show average intensity with standard deviation. Statistical significance (p<0.05 or p<0.01) was determined using an unpaired Student-t Test.

*Chemicals, Reagents and Antibodies*. Restriction enzymes, BglII, SalI and NotI and their buffer plus T4 DNA ligase and ligase buffer were purchased from New England Biolab (NEB, Ipswich, MA, USA). Esp31 was purchased from Thermo Fisher Scientific (Waltham, MA, USA). Oil Red-O solution (O1391) and PAS solution (3952016) were from Sigma (St. Louis, MO, USA). In situ cell death detection kit was from Roche (11684817910, Basel, Switzerland). Primary antibodies 4ebp1 (9644S) and p-4ebp1 (2855S) was from Cell Signaling Technology (Danvers, MA, USA); Lc3 (L8918) and N-acetyl-L-cysteine (A8199) were from Sigma (St. Louis, MO, USA); Abcd3 (ab3421), total OXPHOS human WB antibody cocktail (ab110411) and 4-hydroxynonenal (ab46545) were from Abcam (Cambridge, UK); ATP synthase (Complex V) subunit alpha (459240) and Anti-Oxphos Complex IV subunit I (459600) were from Life Technologies (Carlsbad, CA, USA); p62 was from MBL (Japan); Ubiquitin (ADI-SPA-200-D) was from Enzo Life Sciences, Inc. (Farmingdale, NY, USA); and β-actin (Sc-47778) was from Santa Cruz Biotechnology, Inc (Dallas, TX, USA). Secondary antibodies, goat anti-rabbit conjugated to Alexa Fluor 488 (A11034), goat anti-mouse Alexa Fluor 488 (A11001), goat anti-mouse Alexa Fluor 568 (A11031) and goat anti-rabbit Alexa Fluor 568 (A11011), were from Life Technologies (Carlsbad, CA, USA). UK-5099 (Pz0160) and chloroquine diphosphate salt (C6628) were from Sigma (St. Louis, MO, USA). Rapamycin (1292) was from TOCRIS (Bristol, UK).

**Reference**

1. Jao LE, et al. Efficient multiplex biallelic zebrafish genome editing using a CRISPR nuclease system. *Proceedings of the National Academy of Sciences of the United States of America.* 2013;110(34):13904-9.

How the deposited data were processed for this re-analysis (not part of the article)

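RNA from 2 fasted WT and 2 fasted *pex5*-/- liver samples at 6 dpf was sequenced near the 3′ end with the CEL-Seq2 protocol. The authors extracted the UMIs with UMI-tools, trimmed adaptors and low-quality sequence, mapped the reads to GRCz11 with HISAT2, counted reads per gene with featureCounts, removed UMI duplicates, normalized the counts with TMM in edgeR and deposited log2(TMM + 1) values for 16405 genes in 4 libraries. The release of the gene annotation is not named in the paper's text. Replicates were not pooled. The sample numbers are those of the authors.

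The logarithm was undone and the pseudocount of 1 removed. In each library, 100% of the resulting values were whole multiples of a single step, and dividing by the step gave the deduplicated reads, from 1217737 to 1425834 per library. Reads were used to judge the depth behind a value, for thinning to equal totals and for a limma fit with voom weights. The planned tests were made on the deposited log2 values, since these are normalized values and not counts. A floor of 3 reads was taken as the smallest reliable amount. Counting error is covered by the reads, but variation between animals is seen only through 2 libraries per genotype.

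A gene was called higher in *pex5*-/- when the mean log2(TMM + 1) of the *pex5*-/- libraries exceeded that of the WT libraries, and genes without a difference were left out of the shares. The OXPHOS, mitochondrial and other gene lists were written by symbol before the values were seen, because the lists used by the authors were not used here. The mitochondrial list is therefore not the MitoCarta list. Older symbols were matched through a RefSeq gene table of the GRCz12tu assembly, which matched 4 of the OXPHOS and 19 of the mitochondrial genes and was otherwise used only for the order of genes along chromosomes. Shares were described by their place among 10000 random lists matched on mean expression in 20 bins, by the 6 pairs of libraries and by the 3 divisions of the 4 libraries into 2 and 2.

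Single genes were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend on mean expression) on the 3349 genes with a mean of at least 10 TMM, with Benjamini-Hochberg adjustment and a threshold of 0.05. Gene sets were tested two-sided with camera in limma with a preset inter-gene correlation of 0.01. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib were used for the rest. The limma fit was tested on simulated reads with 200 genes changed 4-fold and all genes given the same dispersion. Dispersion differed between genes in the data, so the shares called can overstate what the fit could detect. With the mean dispersion found within the genotypes, 25.0% of the 196 changed genes that passed the filter were called, with 3 unchanged genes among the 52 calls. With the median dispersion, 95.5% of 200 were called, with 5 unchanged genes among the 196 calls. For 200 genes changed 2-fold, 0% of the 185 that passed the filter were called at the mean dispersion and 39.9% of 193 at the median dispersion, with 7 unchanged genes among the 84 calls. The camera test gave p under 0.05 in 96.0% of 50 simulated data sets with an OXPHOS shift of 0.34 and in 0% of 50 without, with genes simulated independently.

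The genes named are the 10 mitochondrial biogenesis genes of the paper, the genes it measures by other assays, the 5 OXPHOS genes with the largest rise and the 2 with the largest fall among those with a mean of at least 10 TMM and no overlap between genotypes (0 such falls were found), and the 5 rises and 5 falls of all genes with the lowest limma p under the same conditions, since 0 genes passed the adjusted threshold. Genes named outside this rule are marked as such. The alternatives covered the pseudocount, the filter, the scaling, the gene lists, the correlation between genes, the set test and each library left out in turn. The columns of all 4 libraries were used. The *pex5* transcript was not analysed here, and no genome sequence was used.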

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

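Every result below comes from genes that the paper does not discuss, at levels above the WT libraries or above the smallest amount that the depth can show. The tests of explanations were chosen after the data were examined, unlike the limma and camera tests between genotypes in their main setting. The results of the thinning and of the separate list of cardiac genes were not known when these tests were chosen, whereas the tests on non-liver tissue, blood, intestine and Nrf2 targets were chosen only after the result was seen.

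No gene passed an adjusted p under 0.05 between genotypes in limma (0 genes, against 121 at an unadjusted p under 0.05). Of the genes with no overlap between genotypes, the 5 rises with the lowest limma p were *apoa2* (log2 difference 0.81, adjusted p = 0.376), *prdx1* (2.61, adjusted p = 0.376), the gene listed as ENSDARG00000074210 (4.50, adjusted p = 0.376), *gatm* (1.14, adjusted p = 0.596) and ENSDARG00000092578 (1.54, adjusted p = 1.00). The 5 falls were *myl7* (-2.78, adjusted p = 0.376), *CU464134.1* (-1.26), *atp2a2a* (-1.51), *ccl19a.1* (-1.67) and *fn1b* (-0.60), the last 4 with an adjusted p of 1.00 from limma. Each of these 10 genes was higher, or lower, in 2 of 2 *pex5*-/- libraries than in both WT libraries, which chance gives for 16.7% of genes in each direction. *apoa2* took 7.09% and 7.43% of all reads in the WT libraries and 11.7% and 12.1% in the *pex5*-/- libraries, so its rise rests on 90495 to 171889 reads per library. ENSDARG00000074210 had 5 and 3 reads in the WT libraries, near the floor of 3 reads, and 70 and 210 reads in the *pex5*-/- libraries. The size of its rise is therefore uncertain (3.78 to 5.23 with 1 library left out). For *apoa2*, ENSDARG00000074210, *CU464134.1*, *ccl19a.1*, *fn1b*, *gatm* and ENSDARG00000092578, no explanation was tested. *apoa2* lies on chromosome 16, as do the nearest listed neighbours of *pex5*.

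*prdx1* rose from 12 reads in each WT library to 96 and 72 reads in the *pex5*-/- libraries. A wider rise of Nrf2 target genes is a candidate explanation. The list of these targets was 0.53 higher in *pex5*-/- livers (camera in limma, adjusted p = 1.50e-04 with the preset correlation, ranging from 1.43e-04 to 0.740 over the alternatives). Without *prdx1*, the other 13 targets were 0.37 higher, above the 0.34 that bounds the central 95% of matched random lists. This rise was not seen in every pair of libraries, since relative to their average the 13 genes stood at -0.35 in WT replicate 1, -0.02 in WT replicate 4, 0.39 in *pex5*-/- replicate 1 and -0.02 in *pex5*-/- replicate 2. No technical explanation was tested for *prdx1* itself, so its rise remains a hypothesis of an altered oxidative stress response.

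*myl7* and *atp2a2a* are expressed in heart muscle, and *cmlc1*, chosen after its values were seen, fell from 48 and 34 reads to 0 and 2 reads. Less heart tissue in the *pex5*-/- samples could give this. In a separate list of cardiac genes written without their values, the 5 genes with a mean of at least 10 TMM were lower in *pex5*-/- by -1.83 on average, below the matched random lists (-0.71 to 0.48), and stood at 0.67 and 1.16 in the WT libraries against -2.15 and 0.32 in the *pex5*-/- libraries. The list is therefore only slightly lower in *pex5*-/- replicate 2 than in WT replicate 1, while *myl7* was at 14.5 TMM in *pex5*-/- replicate 2 and 87.3 TMM in WT replicate 1. The list was itself mixed, since *myh7l* was at 0 and 0.691 TMM in the *pex5*-/- libraries against 14.2 and 46.3 TMM in the WT libraries, but *nppal* was at 47.0 TMM in *pex5*-/- replicate 2 against 14.9 and 0 TMM in the WT libraries. Less heart tissue thus fits the fall in *pex5*-/- replicate 1, and whether it accounts for the fall in *pex5*-/- replicate 2 is not settled.

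The erythrocyte genes were 1.16 higher in *pex5*-/- livers (camera in limma, adjusted p = 5.36e-07, ranging from 8.07e-08 to 0.740 over the alternatives), and more blood in the *pex5*-/- samples may account for it. They also differed by 0.98 between the WT libraries, so that with 2 libraries per genotype the difference between genotypes of 1.16 cannot be told apart from a varying amount of blood. The intestinal genes were 1.24 higher in *pex5*-/- (camera in limma, adjusted p = 0.00561, from 1.27e-04 to 0.913 over the alternatives), but the rise was confined to *pex5*-/- replicate 1 among the *pex5*-/- libraries, where the mean stood at 2.08 against -0.84 in *pex5*-/- replicate 2. *vil1*, chosen after its values were seen, had 276 reads in *pex5*-/- replicate 1 and 4, 19 and 2 reads in the other libraries. Cholesterol synthesis genes were also highest in *pex5*-/- replicate 1. Intestine carried over into the sample is a candidate explanation for both. Cholesterol synthesis genes were also 1.16 higher in WT replicate 4 than in WT replicate 1, and the intestinal genes were 1.46 higher. Markers of muscle (3.21), exocrine pancreas (1.42) and epidermis and lens (1.81) were higher in WT replicate 4 too, so this pair cannot isolate intestine. The targets of PPARα were 0.57 higher in *pex5*-/- (camera in limma, adjusted p = 8.38e-04, from 1.03e-04 to 0.740 over the alternatives), and their mean stood at 0.65 in *pex5*-/- replicate 1 but at -0.08 in both *pex5*-/- replicate 2 and WT replicate 4. No explanation was tested for the PPARα targets.

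Muscle markers were 3.21 higher in WT replicate 4 than in WT replicate 1 on the log2 scale. *ckmb*, chosen after its values were seen, had 134 reads in WT replicate 1 and 1022 reads in WT replicate 4, and 314 and 436 reads in *pex5*-/- replicates 1 and 2. The largest axis of variation, 60.6% of the variance over the 3349 genes, parted WT replicate 1 and *pex5*-/- replicate 2 from WT replicate 4 and *pex5*-/- replicate 1, and so crossed the genotypes. Different amounts of non-liver tissue in the dissected livers are a candidate explanation. Along this axis, 54 markers of muscle, exocrine pancreas, intestine, epidermis and lens were 1.44 higher in WT replicate 4 and *pex5*-/- replicate 1, outside the matched random lists (-0.24 to 0.21). The tissues did not run alike. WT replicate 4 exceeded WT replicate 1 for muscle (3.21), exocrine pancreas (1.42), intestine (1.46) and epidermis and lens (1.81), but between *pex5*-/- replicate 1 and *pex5*-/- replicate 2 the difference was 2.93 for intestine, 0.51 for exocrine pancreas and 0.65 for epidermis and lens, and muscle ran the other way (-0.42). Depth was tested by thinning all libraries to 1217737 reads, after which the axis still held 59.9% of the variance and parted the libraries the same way. A mislabelled sample was not tested, since the *pex5* transcript was not analysed here.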

How the results depend on the processing

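The alternatives for each result were set before the data were examined, except counting genes without a difference as higher, thinning the reads, leaving out chromosome 16, the voom weights, the rescaling to a common total for the set tests and for single named genes, and for the set tests the absence of a filter and the fry test of the other sets, which were chosen after seeing the data. No paired analysis was possible because the WT libraries (replicates 1 and 4) and the *pex5*-/- libraries (replicates 1 and 2) share only the number 1. The edgeR and DESeq2 alternatives, which need deposited counts, and the list of mitochondrial genes by annotation description were not run.

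The count of 0 genes with an adjusted p under 0.05 was found under each of the 7 other settings of limma that were run, with between 60 and 300 genes at an unadjusted p under 0.05. The OXPHOS share stayed above the share of all genes in each alternative. It was 89.7% with a minimum mean of 10 TMM, 72.9% with libraries rescaled to a common total, 73.8% after thinning, 75.5% with the mitochondrially encoded subunits and 75.2% with the assembly factors, and from 73.8% to 82.4% across the 4 calculations that each left out 1 library. The mitochondrial share was 70.0% with the minimum of 10 TMM, 54.9% after rescaling, 55.0% after thinning and from 55.7% to 68.4% with 1 library left out, and the mean log2 difference of the mitochondrial genes was 0.13 in the main setting, 0.057 after rescaling and 0.049 after thinning. The share of all genes was 50.5% with the minimum of 10 TMM, 42.6% after rescaling, 43.6% after thinning, 52.3% with genes without a difference counted as higher, and from 46.0% to 53.1% with 1 library left out. It thus fell on either side of an even division depending on the setting. Rescaling and thinning both gave the libraries equal totals in place of the TMM scaling, which lowered the differences in general. The median log2 difference of the 3349 genes with a mean of at least 10 TMM went from 0.0043 to -0.088 after rescaling. For the filter and the left-out libraries the cause was not tested. The number of biogenesis genes higher in *pex5*-/- was 3 with a minimum mean of 1 TMM, 2 with a minimum of 10 TMM, and from 4 to 5 with 1 library left out.

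The set tests depended on how the correlation between genes was handled. With the correlation estimated from the 4 libraries, camera gave 0.0713 for the OXPHOS genes and 0.213 for the mitochondrial genes, and fry gave 0.0324 for the OXPHOS genes and 0.204 for the mitochondrial genes, all as unadjusted p-values. Of the 21 other sets, 4 passed with the preset correlation in the main setting, 6 without a filter, 3 with voom weights and 3 of the 16 that could be tested with a minimum mean of 50 TMM, and 0 passed with the estimated correlation or with fry, where 0 also had an unadjusted p under 0.05. Under quantile normalization the log2 difference of *mt-cyb* was 0.056 in place of -0.055, and that of *apoa2* fell to 0, since this normalization gives genes of equal rank in every library the same value and cannot show a change of a gene that keeps its rank. Of the 93 differences of single named genes under another pseudocount or scaling, 2 had the opposite sign, that of *mt-cyb* and that of *polg*, which was 0.017 in the main setting and -0.014 after rescaling to a common total. With 1 library left out, 7 of the 31 named genes changed sign in at least 1 calculation (*polg*, *gabpa*, *tfam*, *sqstm1*, *mt-nd1*, *mt-cyb* and *mt-co1*). The genes chosen after their values were seen are not among these 31. Of them, *vil1* (-1.71 to 4.74) and *ckmb* (-1.59 to 1.48) also changed sign, and *cmlc1* (-4.96 to -3.71) did not. Besides the *apoa2* value of 0, the difference of *esrra* moved by more than the spread between replicates, to 2.00 with a pseudocount of 0.1.

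Depth limits the low genes. With 1 read worth at most 0.785 TMM, a difference of *polg*, *esrra*, *esrrga* or *gabpa* was not detectable. The dispersion and the size of a change limit the calls of single genes. In simulated data, 95.5% of 200 genes changed 4-fold were called at the median dispersion and 25.0% of 196 at the mean dispersion, but for 2-fold changes only 39.9% of 193 genes were called at the median dispersion and 0% of 185 at the mean dispersion. All genes were simulated with the same dispersion, whereas dispersion differed between genes in the data, so these shares can overstate what was detectable. In the data, log2 differences of 2.61 for *prdx1* and -2.78 for *myl7* had an adjusted p of 0.376 from limma. Changes of 2-fold or less, at the mean dispersion most changes of 4-fold, and larger changes such as these can therefore go uncalled with 2 libraries per genotype. The count of 0 does not exclude such changes.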

Differences from the paper's values

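In the main setting, none of the compared values differed by more than 1.5 times from the paper's. The paper gives 75.28% of OXPHOS genes and 59.5% of mitochondrial genes as elevated in *pex5*-/-, against 80.0% and 61.2% here with other gene lists. For all genes, the paper shows about 52% higher in *pex5*-/- in Supplementary Fig. S3e, read by eye, with the majority on the *pex5*-/- side, whereas 47.3% were higher here, with the majority on the WT side. Of the alternatives set before the data were examined, a minimum mean of 10 TMM (50.5%) and leaving out WT replicate 1 (53.1%) or WT replicate 4 (50.3%) put the majority on the *pex5*-/- side, and the others did not. Counting the 1573 genes with no read in any library as higher, which was chosen after seeing the values, gave 52.3%, with 8583 genes higher and 7822 lower.

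The paper reports 8 of the 10 mitochondrial biogenesis genes as higher in *pex5*-/-, against 6 here. Neither *ppargc1a* nor *esrrb* had a read in any library. Of the alternatives set before the data were examined, none gave 8. The number was 3 with a minimum mean of 1 TMM, 2 with a minimum of 10 TMM, 5 after rescaling to a common total or quantile normalization, and from 4 to 5 with 1 library left out, each more than 1.5 times below the paper's, and it was 6 in the others. Thinning the reads, chosen after seeing the values, gave 5, and counting genes without a difference as higher, chosen after seeing the values, gave 8.

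The paper treats the whole-transcriptome profile as free of technical artifacts. Here the largest axis of variation, 60.6% of the variance over the 3349 genes with a mean of at least 10 TMM, crossed the genotypes.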

Other observations

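The tests of explanations were chosen after the data were examined, unlike the limma and camera tests between genotypes in their main setting. The results of the thinning and of the OXPHOS share without chromosome 16 were not known when these tests were chosen, whereas the tests on non-liver tissue, blood, linked variants, neighbouring genes, closeness to *pex5* and genes at 0 were chosen only after the result, or part of it, was seen.

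The numbers of higher genes in the paper could come from how genes without reads were counted. Counting the genes at 0 in all 4 libraries as higher in *pex5*-/- gave 52.3% of all genes (8583 of 16405) and 8 of the 10 biogenesis genes. The second is the number the paper gives, whereas the first could be compared only with a figure read by eye. The same count gave 62.7% for the mitochondrial list used here, and left the OXPHOS share at 80.0%, since all OXPHOS genes had reads.

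The higher OXPHOS genes of *pex5*-/- livers were tested against technical explanations. After thinning to the reads of the smallest library, 73.8% of OXPHOS genes were higher against 43.6% of all genes, and the mean log2 difference of the OXPHOS genes fell from 0.28 to 0.18 while that of all genes with reads went from -0.015 to -0.076. The thinned libraries also had equal totals, so thinning dropped the TMM scaling as well. Rescaling to a common total without thinning gave 0.19 and -0.067, so most of these shifts came with the scaling and not with depth. A difference in depth or scale thus does not account for the whole rise, but its size depends on the scaling. Variants linked to *pex5* were considered by leaving out chromosome 16, where 20 of the 20 nearest listed neighbours of *pex5* lie. The share was then 80.5%, but only 3 of the 85 OXPHOS genes lie there, so that it could not have fallen below 79.3% and this test decides nothing about a linked variant that acts on genes elsewhere. Non-liver tissue was tested within the genotypes. The 68 OXPHOS genes with a mean of at least 10 TMM differed by 0.34 between genotypes. WT replicate 4 exceeded WT replicate 1 by 3.21 in muscle markers, 1.42 in exocrine pancreas and 1.81 in epidermis and lens, against -0.08, -0.13 and -0.31 between genotypes, yet the OXPHOS genes differed by only 0.12 between these libraries. For intestine, *pex5*-/- replicate 2 stood at -2.93 relative to *pex5*-/- replicate 1, against 1.24 between genotypes, and the OXPHOS genes at -0.03. Taken one at a time, the amounts of these tissues thus speak against non-liver tissue as the source of the rise. Opposing effects of several tissues, and tissues without markers here, were not tested. The OXPHOS genes were also 0.38 higher in *pex5*-/- replicate 2 than in WT replicate 1 and 0.29 higher in *pex5*-/- replicate 1 than in WT replicate 4, while between the same pairs the markers of muscle (1.73 and -1.89), exocrine pancreas (0.32 and -0.59) and epidermis and lens (0.27 and -0.89) ran in opposite directions and those of intestine (0.51 and 1.97) did not. More blood in the *pex5*-/- samples was tested between the WT libraries. WT replicate 1 had erythrocyte genes 0.98 higher than WT replicate 4, but its OXPHOS genes differed by -0.12. The markers of muscle, exocrine pancreas, intestine, and epidermis and lens were lower in WT replicate 1, so this pair cannot isolate blood. Relative to their average, the erythrocyte genes stood at 0.76 and 0.40 in the *pex5*-/- libraries and at -0.09 and -1.07 in the WT libraries. The rise cannot be told apart from an effect of a linked variant on genes elsewhere. More blood is not excluded and a mislabelled sample was not tested, so that a difference between the genotypes remains a hypothesis. In the set test of the OXPHOS genes, the estimated correlation between genes left an unadjusted p-value of 0.0713. The mitochondrial genes were also higher in *pex5*-/- than matched random lists, but less distinctly than the OXPHOS genes, since 60.9% were higher in WT replicate 4 and *pex5*-/- replicate 1 than in the other 2 libraries (camera in limma, unadjusted p-value 0.00330), also above the matched random lists (49.5% to 56.4%), against 61.2% between genotypes (45.7% to 52.7%) and 51.5% in the third division (46.8% to 53.9%).

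Genes with an unadjusted p under 0.05 between genotypes gathered on chromosome 16. There, 17 of 171 tested genes (9.94%) passed, 12 of them higher in *pex5*-/-, the highest share of the 25 chromosomes (Fisher's exact test, odds ratio 3.31, p = 9.02e-05, adjusted p = 0.00225 over the 25 chromosomes). Variants linked to the *pex5* mutation may alter neighbouring genes in such a comparison. With the mitochondrial genome included among the other genes, the odds ratio was 3.26 between genotypes. On that basis the division of WT replicate 1 and *pex5*-/- replicate 2 against the other 2 libraries also gave more genes there, with an odds ratio of 1.66 (Fisher's exact test, p = 0.0168), and the third division did not (odds ratio 1.38, exact p = 0.421), so linkage cannot be told apart from another property of this chromosome. Counting each run of genes within 10 gene positions as 1 left 11 runs on chromosome 16 and 95 elsewhere. The odds ratio was then 2.30, lower than for single genes (Fisher's exact test, p = 0.0192). This p was not adjusted for the choice of chromosome 16 among 25 chromosomes. Co-regulated neighbours may thus account for part of the excess and are not ruled out. Closeness to *pex5* in gene order showed no relation to the absolute log2 difference across 165 genes (Spearman's rho -0.0945, permutation p = 0.229), where genes are not independent replicates.

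The paper measures several genes by other assays, in other samples. It measured *p62* as mRNA and protein, *MT-ND1* as mitochondrial DNA, and Abcd3 and a complex IV subunit as protein. Only the *p62* mRNA was clearly the same kind of measure as the RNA values below, so the others cannot be set against the paper's values directly. In these libraries *sqstm1*, which encodes p62, had 19.0 ± 9.79 TMM in WT and 23.4 ± 0.144 TMM in *pex5*-/- livers (SD, n = 2 libraries each), a log2 difference of 0.38 (adjusted p = 1.00 from limma) that ranged from -0.14 to 0.90 with 1 library left out. The transcript *mt-nd1* differed by 0.10 (from -0.11 to 0.31 with 1 library left out), *mt-atp6* by 0.35 (0.28 to 0.43), *mt-cyb* by -0.055 (-0.15 to 0.042) and *mt-co1* by -0.22 (-0.53 to 0.087), each with an adjusted p of 1.00 from limma, and quantile normalization put *mt-cyb* at 0.056. The direction of *sqstm1*, *mt-nd1*, *mt-cyb* and *mt-co1* thus changed with the library left out. *mt-atp6* was higher in 2 of 2 *pex5*-/- libraries than in both WT libraries. *abcd3a* had 0 reads in all 4 libraries. Gene lists of autophagy (camera in limma, adjusted p = 0.727), peroxisome (0.568), lysosome (0.351), glycolysis (0.330) and ribosomal proteins (0.998) did not pass an adjusted p of 0.05 between genotypes with the minimum mean of 10 TMM. Without a filter on low values, the peroxisome list of 53 genes was higher in *pex5*-/- (camera in limma, adjusted p = 0.0312, from 0.0312 to 0.936 over the alternatives).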
